# Resistance to the CHK1 inhibitor prexasertib involves functionally distinct CHK1 activities in BRCA wild-type ovarian cancer

**DOI:** 10.1038/s41388-020-1383-4

**Published:** 2020-07-09

**Authors:** Jayakumar Nair, Tzu-Ting Huang, Junko Murai, Brittany Haynes, Patricia S. Steeg, Yves Pommier, Jung-Min Lee

**Keywords:** Ovarian cancer, Ovarian cancer, Target identification, Target identification

## Abstract

High grade serous ovarian cancer (HGSOC) is a fatal gynecologic malignancy in the U.S. with limited treatment options. New therapeutic strategies include targeting of the cell cycle checkpoints, e.g., ATR and CHK1. We recently reported a promising clinical activity of the CHK1 inhibitor (CHK1i) prexasertib monotherapy in *BRCA* wild-type (BRCAwt) HGSOC patients. In this study, biopsies of treated patients and cell line models were used to investigate possible mechanisms of resistance to CHK1i. We report that BRCAwt HGSOC develops resistance to prexasertib monotherapy via a prolonged G2 delay induced by lower CDK1/CyclinB1 activity, thus preventing cells from mitotic catastrophe and cell death. On the other hand, we noted CHK1’s regulation on RAD51-mediated homologous recombination (HR) repair was not altered in CHK1i-resistant cells. Therefore, CHK1i sensitizes CHK1i-resistant cells to DNA damaging agents such as gemcitabine or hydroxyurea by inhibition of HR. In summary, our results demonstrate new mechanistic insights of functionally distinct CHK1 activities and highlight a potential combination treatment approach to overcome CHK1i resistance in BRCAwt HGSOC.

## Introduction

High grade serous ovarian cancer (HGSOC) is the most lethal gynecologic malignancy in the United States [1]. Recurrence is nearly universal after initial platinum-based chemotherapy, leading to incurable disease and limited treatment options [2]. Approximately 25% of HGSOC are deficient in homologous recombination (HR) DNA double-strand break (DSB) repair due to *BRCA1* and *BRCA2* germline or somatic mutations [3, 4] sensitizing them to DNA damaging agents and PARP inhibitors (PARPis). PARPis have led to a new treatment paradigm in ovarian cancer. However, a majority of patients have no *BRCA* mutations and derive limited clinical benefit from PARPi monotherapy. Hence, a critical need remains for new effective therapeutic strategies for HGSOC without *BRCA* mutations and understanding resistance mechanisms associated with such treatments.

A strategy to modulate DNA repair response in *BRCA* wild-type (BRCAwt) HGSOC is to interfere with cell cycle checkpoint signaling, critical for coordination between DNA damage response and cell cycle control. Due to universal p53 dysfunction and the consequent G1 checkpoint defect, HGSOC cells depend on ataxia telangiectasia and Rad3-related (ATR)/cell cycle checkpoint kinase1 (CHK1)-mediated G2/M cell cycle arrest for DNA repair [5]. CHK1 also plays important roles in stabilizing replication forks by regulating origin firing [6], and facilitating nuclear translocation and interactions between BRCA2 and RAD51, essential for HR [7]. Therefore, targeting of cell cycle checkpoints is a promising therapeutic strategy to augment replication stress while attenuating DNA repair responses.

We recently reported clinical activity of the CHK1 inhibitor (CHK1i) prexasertib (Prex) in recurrent BRCAwt HGSOC where half of heavily pretreated patients attained clinical benefit [8]. While exciting, half of patients did not derive clinical benefit and mechanisms of resistance to CHK1i remain unknown. In the current study, we used tissue biopsies from HGSOC patients for subsequent transcriptome analysis and report the enrichment of genes of single-stranded DNA break (SSB) repair pathways in both CHK1i-resistant HGSOC cell lines and clinical samples.

For further mechanistic studies, we developed Prex-resistant (PrexR) cell lines and found that PrexR HGSOC cells have a large CyclinB1-negative G2 population and lower CDK1 activity, while parental cells demonstrate a CyclinB1-positive G2 population at baseline. Moreover, CHK1i-resistant cells did not accumulate in S phase upon treatment of Prex, instead showed a delayed progression at G2 phase due to lower CDK1/CyclinB1 activity, thus avoiding early mitotic entry and mitotic catastrophe. The consequent resistance to unscheduled mitotic entry and a sustained SSB repair process are therefore major contributory factors to Prex resistance when Prex was used as monotherapy in BRCAwt HGSOC. On the other hand, we found continued inhibition of RAD51-mediated HR by Prex in PrexR cells thus making them vulnerable to DNA DSB damaging drugs such as gemcitabine or hydroxyurea (HU). Overall, our data provide novel insights into the two functionally distinct CHK1 activities. First, the regulation of G2/M checkpoint is primarily responsible for CHK1i-induced toxicity. Secondly, the HR regulatory activity plays an important role in combination therapy with DNA damaging agents thus highlighting the combination treatment strategies to overcome CHK1i resistance.

## Results

### Development and characterization of CHK1i-resistant HGSOC cell lines

IC50 values for CHK1i Prex were determined to be 7.5 and 5.4 nM in OVCAR5 and OVCAR8, respectively (Fig. 1a), while IC50s were not reached for PrexR cells despite increasing concentrations up to 3 µM. PrexR cells were also cross-resistant to another CHK1i and an ATR inhibitor. IC50 values of CHK1i AZD7762 were 6 and 2.6 µM for OVCAR5R and OVCAR8R, compared with 0.4 and 0.7 µM for their respective parental lines (Fig. 1b). IC50 values of the ATR inhibitor AZD6738 were 22.4 and 22.3 µM for OVCAR5R and OVCAR8R, while they were 2.2 and 7.2 µM for the respective parent cell lines (Fig. 1c, *P* < 0.001 for both). Growth assays (XTT) on PrexR cells were performed weekly after removing CHK1i for up to 7 weeks (Fig. 1d) and confirmed sustained resistance to CHK1i (20 nM). Clonogenic assays further confirmed resistance to CHK1i at week 7 of Prex withdrawal (Supplementary Fig. 1a). Growth curve experiments with untreated cells measured over 10 days at 24 h intervals, showed longer generation times (GT) for OVCAR5R (32 h vs. 27 h for OVCAR5), while they were relatively unchanged for OVCAR8R (25 h vs. 24 h for OVCAR8) (Supplementary Fig. 1b).

**Fig. 1:**
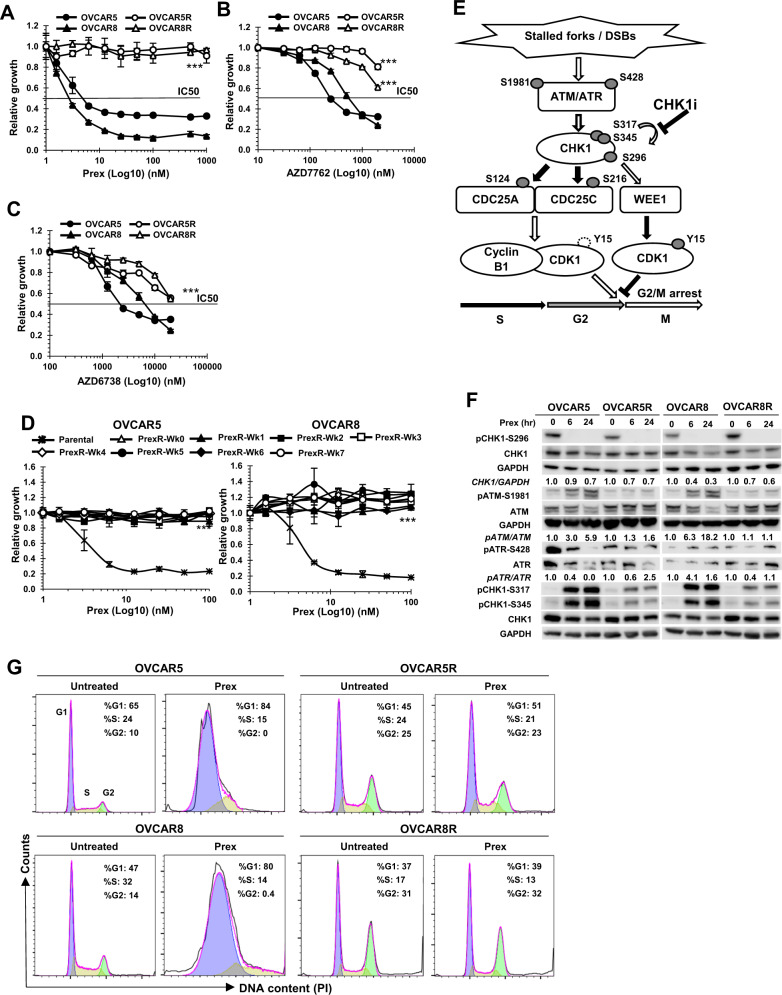
Acquired resistance to CHK1 inhibition in BRCAwt HGSOC cell lines involves a persistent G2 delay. **a**–**c** Parental cells (OVCAR5 and OVCAR8) and Prex-resistant cell lines (OVCAR5R and OVCAR8R) were treated with CHK1i Prex (0–1 µM) (**a**), another CHK1i AZD7762 (0–2 µM) (**b**), or an ATR inhibitor AZD6738 (0–20 µM) (**c**) for 48 h. The growth rates were determined by XTT assay. **d** Prex-resistant (PrexR) cell lines OVCAR5R and OVCAR8R were cultured without Prex for 7 weeks, the growth rates at indicated weeks (Wk) were measured by XTT assay. Parental cells are included as controls. **e** ATR and ATM phosphorylate CHK1 at S345 and S317 in response to DNA damage or replication stress, and subsequently induce its autophosphorylation at S296 for full activation. Activated CHK1 then phosphorylates its substrates CDC25A and CDC25C, which are essential for maintaining the dephosphorylated state of active CDK1. Accumulation of inactive CDK1 phosphorylated by WEE1 kinase at Y15 induces G2 arrest, allowing time for DNA repair prior to mitotic entry. CHK1i Prex abrogates this process, resulting in early mitotic entry with unrepaired DNA damage, leading to replication catastrophe and cell death. Open arrows indicate activating events, while shaded arrows indicate inhibitory ones. **f** Immunoblotting of pCHK1-S296, pATM-S1981, pATR-S428, pCHK1-S317, pCHK1-S345, and their respective total proteins in cells treated with Prex (20 nM) for 6 and 24 h. Densitometric values of CHK1 normalized to GAPDH and pATM or pATR normalized to ATM or ATR, relative to untreated are shown. **g** Cell cycle analysis on parental and PrexR cells treated with or without Prex (20 nM) for 24 h. The color-coded G1, S and G2 peaks are indicated in the first panel. All experiments were repeated at least thrice. Data are shown as mean ± SD. ***P < 0.001.

Under normal culture conditions, active CDC25 phosphatases dephosphorylate and activate CDK1/CyclinB1 complex once cells enter the G2 phase, allowing transition to mitosis [9]. But, following DNA damage or replication stress, G2 delay is necessary for DNA repair. CHK1 is phosphorylated by ATR at S317 and S345 [9], and to a lesser extent by ATM on S317 [10], a prerequisite for autophosphorylation at S296 for full activation of CHK1 (Fig. 1e) [11]. Activated CHK1 then phosphorylates and inhibits the CDC25 phosphatases, enhances CDK1 phosphorylation by Wee1 kinase, thus causing G2 arrest (Fig. 1e) [11, 12]. First, we assessed the CHK1 activation by immunoblotting to exclude a possibility of CHK1 upregulation in PrexR cells. Increased phosphorylation of CHK1 following CHK1i was observed on S345 and S317 in both parental cells and PrexR cells (Fig. 1f). However, CHK1i inhibited S296 autophosphorylation of CHK1 in both cells (Fig. 1f) [13, 14], suggesting that CHK1 activity remains inhibited by CHK1i; thus drug efflux is unlikely a major mechanism of resistance. A decrease in total CHK1 levels was also observed in both parental and PrexR cells as early as 6 h after CHK1i (Fig. 1f). Based on these observations, we hypothesized that the primary mechanism of resistance to CHK1i would involve CHK1-downstream cell cycle regulators, such as CDC25 or CDK/Cyclin complexes rather than deregulation of CHK1 or upstream proteins, e.g., ATM or ATR.

### CHK1i resistance involves enforced delay at G2 phase of cell cycle

We next investigated the role of cell cycle regulation in CHK1i resistance. CHK1i causes cells to bypass G2 checkpoint and enter early mitosis, therefore leading to further sensitivity to DNA damaging agents such as cisplatin [11, 15], carboplatin [16], gemcitabine [14], and PARPis [7, 17]. In cell cycle analysis, PrexR cells showed a marked increase (>2-fold) in G2 population at baseline compared with the parental cells (25–31% in PrexR cells vs. 10–14% in parental cells) (Fig. 1g). Treatment of parental cells with 20 nM of Prex over 48 h resulted in the accumulation of cells at the S phase (Fig. 1g, left), consistent with a previous report [13]. In contrast, PrexR cells continued to show persistent delay at G2 phase (Fig. 1g, right) despite CHK1i treatment, suggesting CHK1 inhibition in PrexR cells does not mitigate the G2 delay before mitotic entry.

### CyclinB1, a key regulator of G2 checkpoint arrest in CHK1i resistance

To induce G2 arrest, activated CHK1 negatively regulates the phosphatase-mediated activation of CDK1/CyclinB1 by inhibiting CDC25 phosphatases [11, 12]. Levels of CyclinB1 rise through G1 and S phases and peak in the G2 phase in order to form the complex with CDK1, a prerequisite for mitotic entry [18]. We therefore performed immunoblotting and cell cycle analyses to evaluate the CDK1/CyclinB1 complex. We observed substantially lower CyclinB1 levels in OVCAR5R cells at baseline despite significant portions of PrexR cells being in the G2 phase (Fig. 2a). OVCAR8R cells also showed a modest decrease in CyclinB1 levels (Fig. 2a). These low CyclinB1 protein levels were regulated at the transcription level (Fig. 2b).

**Fig. 2:**
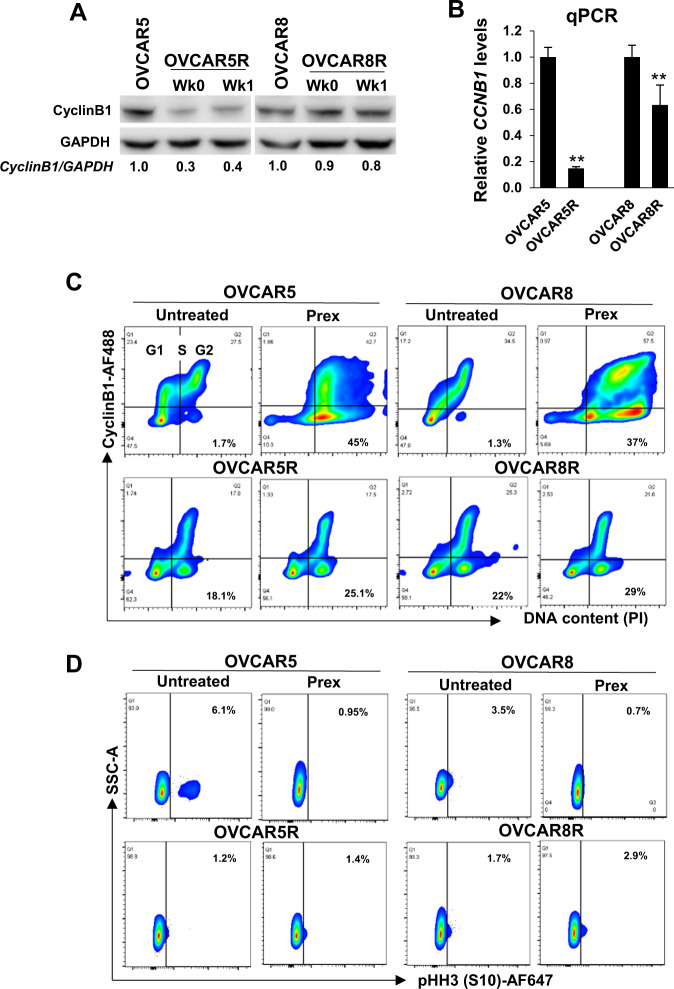
CHK1i-resistant cells show reduced CyclinB1 expression. **a** Western blot analysis of CyclinB1 in cells routinely cultured with CHK1i, Prex (1 µM) (Wk0) or following Prex withdrawal for a week (Wk1). Densitometric values of CyclinB1 relative to GAPDH are shown. **b** qPCR of *CCNB1* performed on total RNA extracted from parental or PrexR cells (cultured for 4 days without Prex). **c** Flow cytometric analysis of cells stained for CyclinB1 on the log *Y*-axis against DNA content (PI) on the linear *X*-axis. The G1, S, and G2 cell cycle phases are marked in the first plot, while the percentage of CyclinB1-negative cells are shown in bold on the right bottom panels. **d** Cell populations in (**c**) were gated on G2 and cells that stained for mitotic marker pHH3-S10 were visualized on the log *X*-axis against the side scatter channel (SSC) on the linear *Y*-axis. Numbers in bold indicate pHH3-S10 positive G2 population. All experiments were performed at least thrice. Data are shown as mean ± SD. **P < 0.01; ***P < 0.001.

Cell cycle analysis further confirmed that high CyclinB1 expression in parental cell lines, in mostly G2 cells as expected (94–96%), whereas <50% of PrexR G2 cells did (Fig. 2c). The CyclinB1-negative G2 subset of PrexR cells was largely unaffected by Prex. Within the G2 peak subset, the mitotic population, evidenced by a mitotic marker pHH3-S10 positivity, was >5-fold and >2-fold higher in OVCAR5 and OVCAR8 compared with their respective resistant cell lines (Fig. 2d) indicating a less mitotically active G2 population in PrexR cells at baseline. Also, Prex treatment substantially reduced a mitotic population in parental cell lines while no significant effect was made in PrexR cells (Fig. 2d). These data support our hypothesis that an atypical G2 subset with lower CyclinB1 levels contribute to a significant G2 delay that is unaffected by Prex and is a contributory factor to CHK1i resistance.

### Low CDK1/CyclinB1 activity contributes to CHK1i resistance

To validate the role of CyclinB1 in our model, OVCAR5 and OVCAR8 cells were transfected with siRNA specific for *CCNB1* along with a nonspecific scrambled siRNA as control. Gene silencing resulted in undetectable levels of *CCNB1* and increased resistance to CHK1i (Fig. 3a). We then used leptomycin B, a drug blocking extranuclear export of CyclinB1 (Supplementary Fig. 2a) to investigate the effects of enforced nuclear accumulation of CyclinB1 on sensitization to Prex in both parental and PrexR cells. Both parental and PrexR cells appeared to have similar sensitivity to leptomycin B itself without additional sensitization to Prex (Supplementary Fig. 2b).

**Fig. 3:**
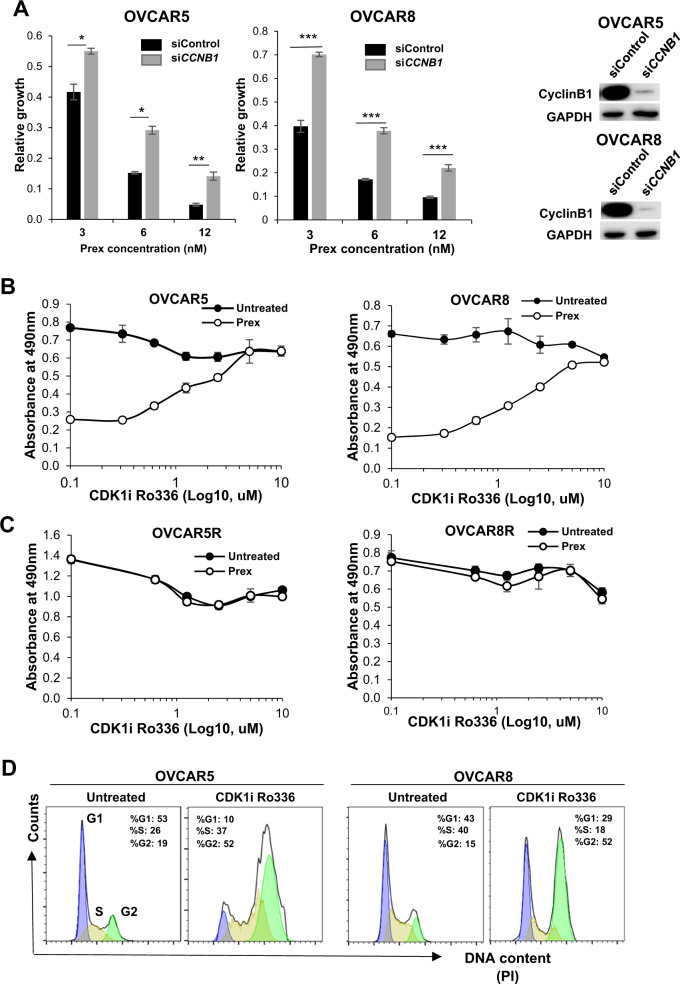
Low levels of CyclinB1 and CDK1 activity contribute to CHK1i resistance. **a** Cells transfected with either control siRNA (siControl) or CCNB1 specific siRNA (si*CCNB1*) were harvested after 48 h and used for XTT growth assays against Prex (3, 6, and 12 nM) for an additional 48 h**. b** XTT growth assay on parental and PrexR cells after 48 h of cell culture against a gradient of the CDK1 inhibitor (CDK1i) Ro336 (0–10 µM) with or without Prex (20 nM). **c** PrexR cells were similarly treated as in (**b**). **d** Cell cycle analysis of parental cells treated with Ro336 (2.5 µM). All experiments were repeated at least thrice and representative figures are shown. Data are shown as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001.

To further evaluate whether overexpression of CyclinB1 could resensitize PrexR cells to CHK1i, we transiently expressed a CyclinB1-GFP construct [19] pCMX-CCNB1GFP (pCCNB1) in both parental and PrexR cells. Growth assays over 48 h showed lower viability in cells transiently transfected with pCCNB1 with no significant sensitization to Prex (Supplementary Fig. 2c), as similarly shown with leptomycin B treatment (Supplementary Fig. 2b). We also observed that PrexR cells were more sensitive to pCCNB1 transfection relative to mock control than their parental counterparts (Supplementary Fig. 2c). Flow cytometric analysis further confirmed substantially higher apoptotic populations in both parental and PrexR cells transfected with pCCNB1 compared to mock controls (Supplementary Fig. 2d). These findings indicate that pCCNB1 transfection alone while being toxic itself, does not increase Prex-induced apoptosis in both parental and PrexR cells.

Moreover, immunofluorescent microscopic analysis showed that cell death in pCCNB1 transfected PrexR cells (green cells, Supplementary Fig. 2e) was not associated with DNA DSB, as indicated by the absence of γH2AX nuclear foci in GFP positive cells (Supplementary Fig. 2e). Overall, these results suggest that CyclinB1 overexpression alone does not reverse resistance to CHK1i in PrexR cells. This finding thus led us to explore whether a largely CyclinB1-negative G2 population in PrexR cells would also contribute to a lower nuclear CDK1 activity, which is critical for G2 delay.

To measure nuclear CDK1 activity in PrexR cells, we performed enzyme activity assays with Histone H1 and nuclear CDK1/CyclinB1 immunoprecipitates given CDK1 phosphorylates its substrate Histone H1 at T154 (pHH1-T154) for activation [20]. We found relatively lower levels of pHH1-T154 in PrexR cells compared with parental cells (Supplementary Fig. 3a). Also, immunoblotting analysis showed that inactive CDK1 levels, as measured by CDK1-Y15, was unaffected by CHK1i treatment in PrexR cells (<10% loss) while a substantial decrease of CDK1-Y15 was observed in parental OVCAR5 and OVCAR8 (70% and 50%, respectively) (Supplementary Fig. 3b). To further confirm this, we treated parental cells with increasing concentrations of a CDK1-specific inhibitor Ro336. Resistance to CHK1i increased linearly to the concentrations of Ro336 in parental lines (Fig. 3b), with no significant toxicity observed up to 10 µM of Ro336 after which marked loss in viability occurred (not shown) while showing no effect on Prex resistance in PrexR cells (Fig. 3c). Moreover, flow cytometric profiles of parental cells treated with Ro336 showed >2-fold increase in G2 population (Fig. 3d) as observed in untreated PrexR cells earlier in Fig. 1g. Together, these findings further indicate that significantly lower CDK1 activity in PrexR cells coupled with an extended G2 delay is necessary to sustain resistance to CHK1i in vitro.

### CHK1’s control over RAD51-mediated HR remains unaffected by CHK1i resistance

Efficient DNA damage repair response is critical for survival in CHK1i-resistant cells during the delayed G2 phase. It has been shown that toxicity to CHK1i (Prex) monotherapy occurs via loss of CHK1 control over CDK1 activity leading to unscheduled mitotic entry of cells with unrepaired DNA damage [8, 13]. Consistently, our results showed increased levels of γH2AX-S139, a DNA DSB marker in both parental cell lines with 20 nM Prex treatment over 6–24 h, but no such increase was observed in PrexR cells treated with CHK1i (Fig. 4a). These trends were confirmed by immunofluorescence staining for γH2AX (Fig. 4b). This lack of DSBs is suggestive of DNA damages being repaired before they progress into DSBs in PrexR cells, possibly aided by the prolonged G2 delay and SSB repair prior to mitotic entry as shown in normal untreated cells. We therefore hypothesized that since CHK1i’s inhibition of active CHK1 remained unaffected in PrexR (Fig. 1f), CHK1 still could drive DSB repair via an active HR.

**Fig. 4:**
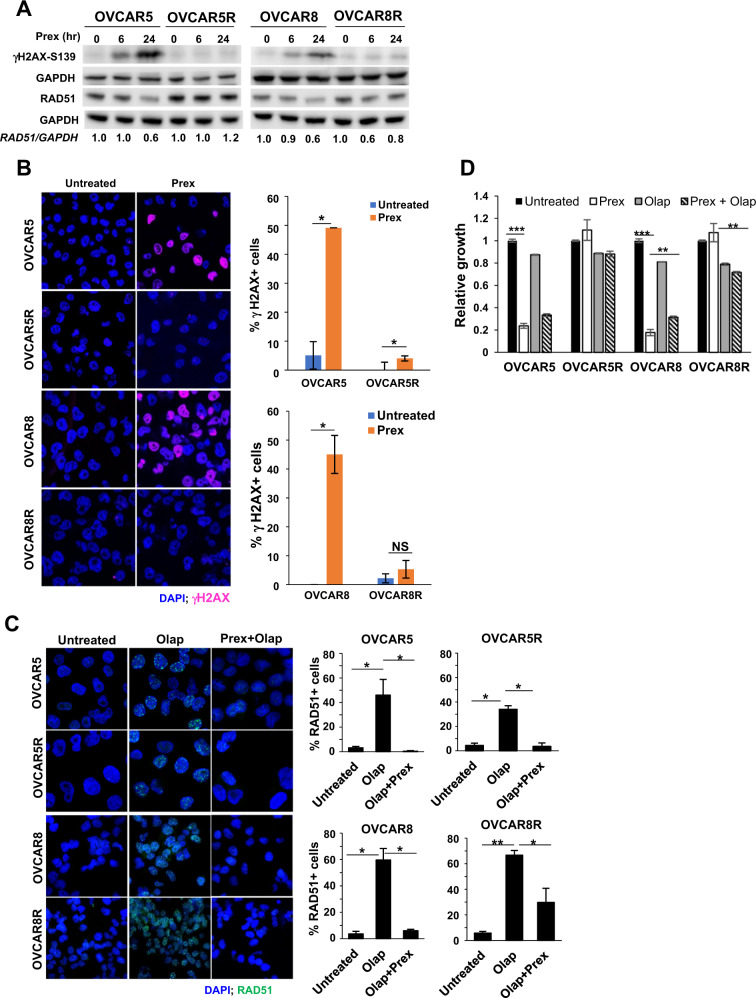
Effects of CHK1i on DNA damage and CHK1 activation. **a** Immunoblotting analysis of a DNA damage marker γH2AX and an HR marker RAD51 were performed in cells treated with Prex (20 nM) for 6 and 24 h. Densitometric quantifications of RAD51 normalized with GAPDH and relative ratios are shown. **b** Parental and PrexR cells were cultured on coverslips overnight with or without Prex (20 nM) and then fixed and stained with antibodies against γH2AX (pink) and nuclear stain DAPI (blue). Cells with >5 γH2AX foci were counted as γH2AX-positive (γH2AX+) cells. Percentage of γH2AX+ cells are plotted on the right. **c** Immunofluorescence staining of parental and PrexR cells for RAD51 foci (green) induced by PARPi olaparib (Olap) (20 µM) with or without Prex (10 nM). Nuclei were stained with the nuclear stain DAPI (blue). Cells with >5 RAD51 foci were counted as RAD51-positive (RAD51+) cells from three fields of on each slide and the percentage of RAD51+ cells are plotted on the right. All experiments were repeated at least thrice and representative images are shown. **d** XTT growth assay on parental and PrexR cells after 48 h treatment with Prex (10 nM) with or without Olap (20 µM). *P < 0.05; **P < 0.01; ***P < 0.001; NS not significant.

To investigate this, we evaluated RAD51, an HR marker, by immunoblotting and immunofluorescence microscopy. We previously reported that induction of nuclear RAD51 foci by PARPi olaparib was significantly attenuated by CHK1i Prex in ovarian cancer cells, thus sensitizing BRCAwt HGSOC to PARPi via causing an HR-deficient phenotype [7]. In immunoblots, no significant differences in total RAD51 levels were observed at baseline between parental and PrexR cells (Fig. 4a). While CHK1i reduced RAD51 levels in parental cells, it did not substantially affect total RAD51 levels in PrexR cells (Fig. 4a). Instead, we observed similar increases in RAD51 foci formation by sublethal concentrations of olaparib in both parental and PrexR cells. Moreover, CHK1i reversed this in both parental and PrexR cells similarly (Fig. 4c) suggesting that CHK1’s control over RAD51-mediated HR was preserved in PrexR cells. Growth assays were used to further confirm that increased toxicity in both parental and PrexR cells with or without Prex was independent of the concentrations of olaparib (Fig. 4d).

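RNA-seq was performed on total RNA from 3 cultures of OVCAR5, an ovarian cancer cell line with wild-type BRCA genes, and 3 cultures of OVCAR5R, its Prex-resistant derivative. OVCAR5R had been selected in increasing concentrations of the CHK1i Prex up to 3 µM and was routinely maintained at 2 µM. The supplementary methods state a period of 4 days or more off the drug ahead of experiments. The authors deposited normalized values on a linear scale for each culture, in 12308 different rows listed by gene symbol. These rows hold 12305 different symbols, and each row is counted as a gene here. The values summed to between 937274 and 1038240 per library. Most low values of a library were whole multiples of a common step, which was taken as what 1 estimated read was worth. From these steps, OVCAR5 replicates 1, 2, and 3 had 41.3, 35.8, and 41.0 estimated reads on the listed genes in units of 1e6, and OVCAR5R replicates 1, 2, and 3 had 53.6, 55.1, and 50.3. The aligner, the genome build, and the filter that set the list of genes are not named in the paper's text. Values were analyzed as log2(value + 1), a scale on which the fold changes of low genes are understated. A total of 11766 genes with a value of at least 1 in at least 3 libraries were tested with limma, with a trend of the variance on the mean value and two-sided p-values adjusted by the Benjamini-Hochberg method. Of these, 14 genes had an adjusted p under 0.05, 2 higher and 12 lower in OVCAR5R, and 1222 genes had an unadjusted p under 0.05, where chance alone gives 588.3. MCAM on chromosome 11 rose from a normalized value of 13.6 ± 5.38 in OVCAR5 to 161 ± 72.5 in OVCAR5R (SD, n = 3 each), a log2 fold change of 3.46 (standard error 0.39, adjusted p = 0.0277 from limma). TMEM98 on chromosome 17 had a log2 fold change of 2.92 (standard error 0.29, adjusted p = 0.0214 from limma). The lower genes named here were CD74 with a log2 fold change of -5.29, CALB1 with -4.71, S100A4 with -3.98, and STS with -3.41, with adjusted p-values from limma between 0.0157 and 0.0281. For each of these 6 genes, every OVCAR5R library lay on the same side of every OVCAR5 library, while CD74 ranged from 127 to 936 between the OVCAR5 libraries. The number of genes with an adjusted p under 0.05 moved most when a library was left out. It was 29 without OVCAR5 replicate 2, which included all 14 genes, and 0 without OVCAR5R replicate 3. The median SD of a gene between libraries was 0.34 on the log2 scale in OVCAR5 and 0.25 in OVCAR5R, and 0.23 between OVCAR5 replicates 1 and 3.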

To identify other DNA repair pathways that may contribute to DNA repair in a CHK1i-resistant setting, we performed gene set enrichment analysis (GSEA) of RNA-seq data from total RNA of OVCAR5 and OVCAR5R cells. These data were compared with an RNA-seq dataset from on-treatment tumor core biopsies of BRCAwt HGSOC patients (*n* = 12). Of twelve biopsied patients, seven demonstrated resistance to CHK1i therapy, defined as progressive disease (PD) or stable disease (SD) lasting less than 6 months (hereafter referred to as no-benefit patient group) [8]. 

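The genes that Fig. 5a lists for pyrimidine metabolism, MMR, BER, and DNA replication were tested as sets in OVCAR5R against OVCAR5, since the full KEGG gene sets were not used here. The test was camera with a preset inter-gene correlation of 0.01, adjusted over 12 lists by the Benjamini-Hochberg method. For each pathway these were the genes listed for OVCAR5R, the genes listed for the patients, and all listed genes. The genes listed for OVCAR5R were chosen by the study on these same libraries, so their result is not independent evidence. The same holds for all listed genes, which contain them. The 35 genes tested for pyrimidine metabolism had a median log2 fold change of 0.39 and an adjusted p of 1.1e-09, and all 35 were higher in OVCAR5R by their mean. The 11 genes of MMR had a median of 0.29 (adjusted p = 4.0e-04), the 13 genes of BER a median of 0.47 (adjusted p = 1.2e-05), and the 20 genes of DNA replication a median of 0.29 (adjusted p = 1.3e-05), again with every gene higher. Over all listed genes, 45 of 53 were higher for pyrimidine metabolism (adjusted p = 9.6e-06), 13 of 17 for MMR (adjusted p = 0.00798), 15 of 22 for BER (adjusted p = 0.0144), and 23 of 30 for DNA replication (adjusted p = 0.00186). Of the 12 lists, 11 passed an adjusted p of 0.05 with the preset correlation, and 0 passed with the correlation estimated from the data or with the rotation test fry. At an unadjusted p under 0.05, fry had 2 of the 12 lists and the estimated correlation had 0. Without OVCAR5 replicate 1, 5 of the 12 lists passed. The libraries of OVCAR5 were spread on these lists. Relative to the OVCAR5 mean, the median log2 value of the genes listed for OVCAR5R in pyrimidine metabolism was -0.19, -0.14, and 0.29 in OVCAR5 replicates 1, 2, and 3, and 0.44, 0.36, and 0.33 in OVCAR5R replicates 1, 2, and 3.

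**Figure D1:**
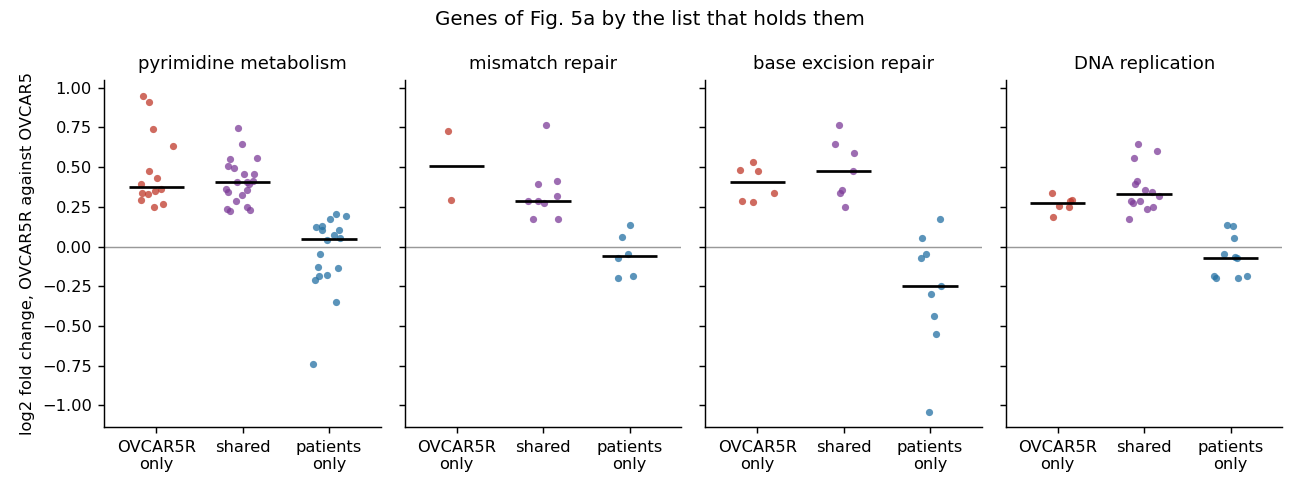
Log2 fold change of each gene of Fig. 5a in OVCAR5R against OVCAR5 (vertical axis), by pathway and by the list that holds the gene. Each point is a gene and each black line the median of its group. The genes listed for OVCAR5R lie above 0, and the genes listed for the patients only lie on both sides of it. The study divided these groups on the same libraries, so their difference is not independent evidence.

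**Figure D2:**
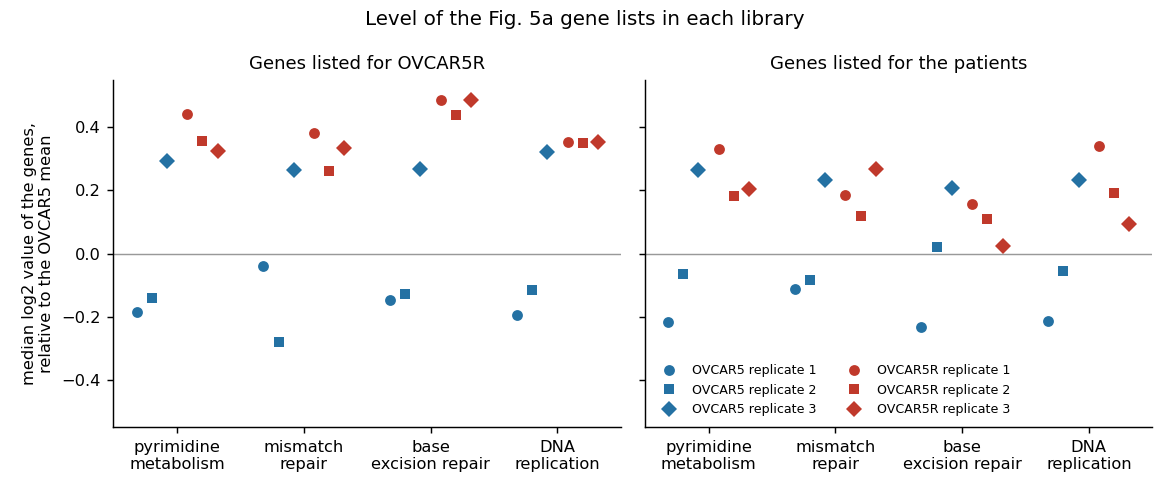
Median log2 value of the genes on each list in each library, relative to the OVCAR5 mean, with a symbol for each library. OVCAR5 replicate 3 lies above OVCAR5 replicates 1 and 2 in each pathway, and OVCAR5 replicates 1 and 2 lie below the OVCAR5R libraries.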

Essential single-stranded DNA (ssDNA) repair pathways such as base excision repair (BER), mismatch repair (MMR), and those of DNA replication and pyrimidine metabolism pathways were enriched in both OVCAR5R vs. OVCAR5 cell lines and clinical samples in the no-benefit group vs. benefit group (Table 1). Further, overlap analysis of gene profiles showed 41–80% overlap for the different pathways between OVCAR5R and patient datasets (Fig. 5a). Together, our findings suggest that activities of ssDNA damage repair pathways remain intact in PrexR cells and HGSOC patient samples despite CHK1i treatment, which in concert with increased G2 delay driven by lower CDK1 activity, may contribute to resistance to CHK1i by helping repair DNA damage before they progress to DSBs.

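From the gene names printed in Fig. 5a, the shared genes made up 51.2% of the 41 genes listed for the patients and 60% of the 35 genes listed for OVCAR5R in pyrimidine metabolism. In MMR they made up 60% of 15 and 81.8% of 11 genes, in BER 41.2% of 17 and 53.8% of 13 genes, and in DNA replication 58.3% of 24 and 70% of 20 genes. The shared genes are by construction genes that contributed to the enrichment in OVCAR5R. Their median log2 fold change in OVCAR5R against OVCAR5 was 0.40 in pyrimidine metabolism, 0.29 in MMR, 0.48 in BER, and 0.33 in DNA replication. The genes listed for the patients only had medians of 0.05, -0.06, -0.25, and -0.07 in the same order. These are by construction genes that did not contribute in OVCAR5R, so their lower medians are not independent evidence. On the lists of OVCAR5R, the highest genes were ENTPD5 in pyrimidine metabolism (log2 fold change 0.95, standard error 0.26), EXO1 in MMR (0.77, standard error 0.31), PARP1 in BER (0.76, standard error 0.21), and POLE2 in DNA replication (0.64, standard error 0.23). Their adjusted p-values over all genes tested lay between 0.298 and 0.447 (limma). PARP1, on chromosome 1 of GRCh38 from 226360691 to 226408079, had normalized values of 161 ± 28.7 in OVCAR5 and 272 ± 29.2 in OVCAR5R (SD, n = 3 each), and every OVCAR5R library was above every OVCAR5 library. ENTPD5 and POLE2 lie on chromosome 14 in 20 Mb windows whose 121 and 74 genes had medians of 0.53 and 0.64. The lowest genes on these lists were POLR1C in pyrimidine metabolism with 0.22, FEN1 in BER with 0.25, and POLD3 in both MMR and DNA replication with 0.17. On the patient lists, TXNRD1 was the highest in pyrimidine metabolism (0.75, standard error 0.28), and the lowest genes were TK2 in pyrimidine metabolism (-0.74, standard error 0.31), POLB in BER (-1.04, standard error 0.46), and RFC2 in MMR and DNA replication (-0.20, standard error 0.27). Their adjusted p-values were between 0.413 and 0.839 (limma). POLB had normalized values of 32.9, 9.90, and 8.83 in OVCAR5R replicates 1, 2, and 3 against 31.1 ± 6.90 in OVCAR5 (SD, n = 3), and the 43 genes in its 20 Mb window of chromosome 8 had medians of -0.08, -0.84, and -0.90 in the same libraries. The 107 genes in the 20 Mb window of TK2 on chromosome 16 had a median of -0.48. In OVCAR5R replicates 1, 2, and 3 this window had -0.27, -0.16, and -1.01, and TK2 had normalized values of 21.4, 21.5, and 10.6. The window was also low in OVCAR5 replicate 1 (-0.46), where TK2 had 28.3 against 29.2 ± 4.19 in OVCAR5 (SD, n = 3). RFC2 rose to 0.01 without OVCAR5R replicate 1.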

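The genes listed for the no-benefit patients were chosen on other samples, but the 4 pathways are those enriched in both datasets, so these libraries took part in choosing them and the result in OVCAR5R against OVCAR5 is not independent evidence. Of the genes tested, 21, 9, 7, and 14 in pyrimidine metabolism, MMR, BER, and DNA replication are also on the OVCAR5R lists, and the higher medians below rest on these shared genes. With camera and its preset correlation, the 39 genes of pyrimidine metabolism had a median log2 fold change of 0.23 (31 higher, adjusted p = 0.00146), the 15 genes of MMR 0.17 (11 higher, adjusted p = 0.0271), the 24 genes of DNA replication 0.25 (17 higher, adjusted p = 0.00798), and the 16 genes of BER 0.11 (9 higher, adjusted p = 0.162). The fry test gave adjusted p-values between 0.233 and 0.418 for these 4 lists. Without OVCAR5 replicate 1, 0 of the 4 lists passed, and without OVCAR5 replicate 3 all 4 passed. From the enrichment in OVCAR5R and in the no-benefit group, the paper proposes that the activities of ssDNA damage repair pathways remain intact in resistant cells and patient samples despite CHK1i. It further proposes that these activities, together with the G2 delay, may contribute to resistance by helping repair DNA damage before it progresses to DSBs.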

**Table 1:** GSEA on gene sets that showed enrichment in patients that showed no clinical benefit (Progressive disease [PD] + stable disease [SD] <6 months) vs. benefit (PD + SD ≥6 months) compared with gene sets enriched in Prex-resistant OVCAR5R cell line vs. parental OVCAR5.

No benefit vs. benefit	OVCAR5R vs. OVCAR5
RNA polymerase	Neuroactive ligand receptor interaction
**Pyrimidine metabolism**	Sphingolipid metabolism
Spliceosome	Calcium signaling pathway
**DNA replication**	**Mismatch repair**
**Base excision repair**	Glycosylphosphatidylinositol gpi anchor biosynthesis
Lysine degradation	Purine metabolism
**Mismatch repair**	Glycosaminoglycan biosynthesis heparan sulfate
Nucleotide excision repair	Dilated cardiomyopathy
One carbon pool by folate	Basal transcription actors
Valine leucine and isoleucine degradation	**DNA replication**
Propanoate metabolism	Hedgehog signaling pathway
RNA degradation	**Pyrimidine metabolism**
Butanoate metabolism	**Base excision repair**
Thyroid cancer	Gap junction
Systemic lupus erythematosus	Basal cell carcinoma
Proteasome	Oocyte meiosis
Cysteine and methionine metabolism	Pathogenic *Escherichia coli* infection
N glycan biosynthesis	Hypertrophic cardiomyopathy hcm
Vasopressin regulated water reabsorption	Tight junction
Protein export	P53 signaling pathway

**Fig. 5:**
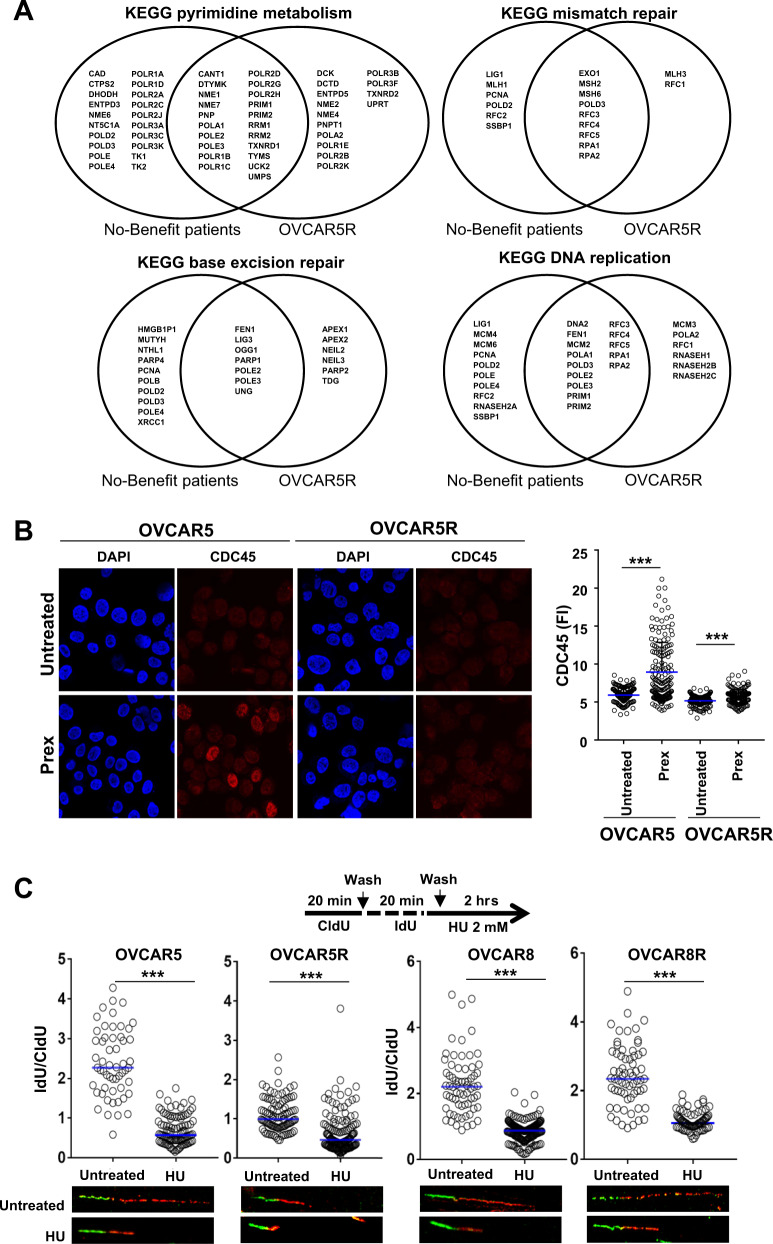
Roles of the replication fork and DNA repair pathways in CHK1i resistance. **a** Venn diagram plots of genes that contribute to the enrichment of gene sets as represented in Table 1. Common genes between the no-benefit patient group (*n* = 7) and the Prex-resistant OVCAR5R (*n* = 3) appear at the intersection between the two groups. **b** Immunofluorescence staining for DNA replisome protein CDC45 after pre-extraction was performed in OVCAR5 and OVCAR5R cells cultured overnight with or without Prex (20 nM). Fluorescence intensity (FI) for CDC45 was quantified for at least 200 cells by using ImageJ and plotted on the right. **c** DNA fiber assays were done on parental and PrexR cells. Cells were stained with CldU and IdU, followed by treatment with 2 mM HU for 2 h. Resection of nascent DNA strands induced by HU treatment (IdU labelled) was estimated as a ratio of IdU labelled tracts to CldU for at least 100 strands and plotted as median at 95% CI. Images of representative strands are shown below each plot. All experiments were repeated at least in triplicate and representative data is shown. All experiments were performed at least thrice. Data are shown as mean ± SD. ***P < 0.001; NS not significant.

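GSEA counts a gene as contributing to enrichment when it ranks before the peak of the running sum, so the genes listed for OVCAR5R should rank above the genes of the same set that contributed in the patients only. All 11766 genes were ranked by signal-to-noise in OVCAR5R against OVCAR5, from rank 1 for the gene most raised in OVCAR5R. In MMR, all 11 genes listed for OVCAR5R ranked above all 6 patients-only genes, of which SSBP1 was the first at rank 4157. In DNA replication, all 20 genes ranked above the 10 patients-only genes, and in BER all 13 ranked above the 9 patients-only genes. In pyrimidine metabolism, 626 of the 630 pairs of an OVCAR5R-listed and a patients-only gene had the OVCAR5R-listed gene higher (99.4%), and 33 of 35 genes ranked above POLD3, the first patients-only gene at rank 2711. DCK was last at rank 3493. With a library left out, these shares lay between 87.9% and 100% over the 4 pathways.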

### Replication fork protection is not associated with Prex resistance

Prex induces replication stress and mitotic catastrophe thus causing cell death in HeLa cells [13]. To assess replication stress in PrexR cells, we first measured chromatin-bound CDC45 by immunofluorescent microscopy [21]. The initiation and elongation factor CDC45 is an essential rate-limiting component of replication progression complexes that assemble at active replication origins [22]. CDC45 accumulates at unscheduled fired origins (active origins) following CHK1i treatment [13]. We observed increased CDC45 staining in OVCAR5 parental cells treated with CHK1i (Fig. 5b, left) (*P* < 0.001) indicating augmented unscheduled origin firings. In contrast, CDC45 positive cells did not increase in OVCAR5R despite CHK1i treatment, suggesting no enhanced replication stress in PrexR cells (Fig. 5b, right) which is in line with no significant DNA damage in PrexR cells (Fig. 4b).

A component of stalled replication forks is the protection of ssDNA by replication protein A (RPA) to prevent nucleolytic degradation [13]. King et al. reported excessive unscheduled replication forks by Prex consequently depletes the cellular pool of RPA [13]). GSEA (Fig. 5a) of the KEGG MMR gene set, showed the enrichment of RPA transcripts as a common event between both PrexR and the no-benefit patient group. 

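RPA is a heterotrimer of the products of RPA1, RPA2, and RPA3. Fig. 5a names RPA1 and RPA2 as shared genes of MMR and DNA replication and does not name RPA3. RPA1 lies on chromosome 17 of GRCh38 from 1829702 to 1900082 (plus strand). Its normalized values were 121, 105, and 145 in OVCAR5 replicates 1, 2, and 3 and 157, 169, and 165 in OVCAR5R replicates 1, 2, and 3. The log2 fold change was 0.41 (standard error 0.20, adjusted p = 0.507 over all genes tested, limma). Every OVCAR5R library was above every OVCAR5 library, with p = 0.1 in an exact two-sided permutation test, the smallest p that 3 against 3 libraries allow. RPA1 and RPA2 are on the OVCAR5R lists, which the study chose on these libraries, so their higher values are not independent evidence. RPA2 lies on chromosome 1 from 27891524 to 27914746 (minus strand) and had normalized values of 68.5 ± 8.13 in OVCAR5 and 85.5 ± 8.48 in OVCAR5R (SD, n = 3 each). Its log2 fold change was 0.32 (standard error 0.19, adjusted p = 0.606, limma), and its libraries did not overlap either, although OVCAR5 replicate 2 at 77.6 and OVCAR5R replicate 1 at 77.7 nearly met. RPA3, on chromosome 7 from 7636518 to 7718607 (minus strand), was not higher in OVCAR5R. Its values were 73.4 ± 12.0 in OVCAR5 and 59.9 ± 16.1 in OVCAR5R (SD, n = 3 each), with a log2 fold change of -0.31 (standard error 0.25, adjusted p = 0.694, limma). OVCAR5R replicate 1, the lowest for RPA3 at 45.1, had a median of -0.64 over the 82 genes in the first 20 Mb of chromosome 7, against 0.02 and -0.02 in OVCAR5R replicates 2 and 3. Adjusted over the list of these 3 genes alone, the p-values were 0.204, 0.210, and 0.249 for RPA1, RPA2, and RPA3. With a library left out or another setting, the log2 fold change of RPA1 stayed between 0.30 and 0.53, that of RPA2 between 0.24 and 0.41, and that of RPA3 between -0.51 and -0.13.

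**Figure D3:**
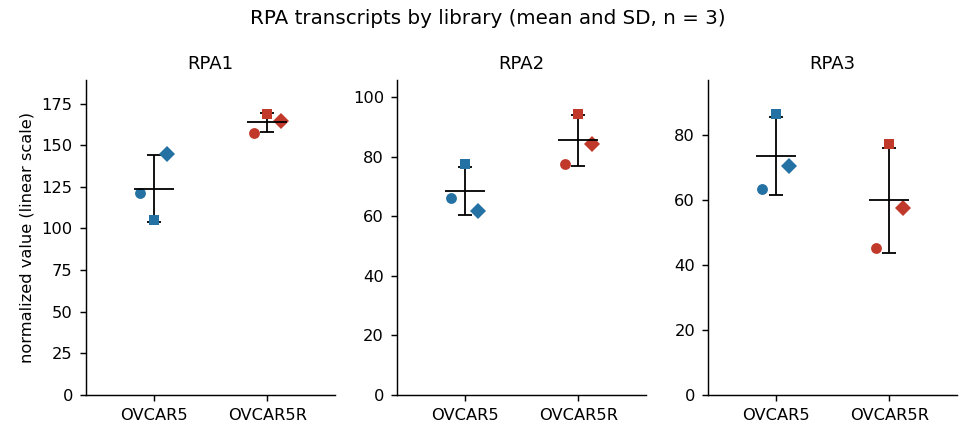
Normalized values of RPA1, RPA2, and RPA3 in each library (circle, replicate 1; square, replicate 2; diamond, replicate 3), with the mean and SD of each cell line. RPA1 and RPA2 lie higher in the 3 OVCAR5R libraries, and RPA3 overlaps between the cell lines. The study listed RPA1 and RPA2 for OVCAR5R on these libraries, and RPA3 is not named in Fig. 5a.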

We therefore investigated whether increased replication fork protection is associated with the lack of replication stress and DNA damage in PrexR cells. We found higher basal levels of RPA70 protein (RPA 70 kDa DNA-binding subunit; RPA1) in PrexR cells compared with parental cells by immunofluorescent analysis (*P* < 0.001, Supplementary Fig. 4a, b) but no increase of RPA70 in PrexR cells after CHK1i treatment.

Next, using DNA fiber assays, we examined whether CHK1i resistance involved enhanced protection of stalled replication forks and whether this is partly mediated by endonuclease activity that is essential for HR repair of DSBs and stalled replication forks [23]. The replication fork poison HU induces DSBs and stalled replication forks followed by rapid recruitment of the endonuclease MRE11 to nuclear foci [24]. HU treatment of both parental and PrexR cells showed similarly shortened IdU strands (Fig. 5c) suggesting similar levels of stalled replication with or without Prex. Growth assays showed similar levels of toxicity as well when compared with untreated condition (Supplementary Fig. 5a), indicating no increased replication fork protection or DSB repair in PrexR cells. To further examine whether the absence of stalled replication forks (Fig. 5b) is associated with enhanced MRE11 activity and DSB repair in PrexR, we directly examined the effect of MRE11 inhibition in PrexR cells. Treatment with Mirin, an MRE11 inhibitor, showed similar toxicity profiles for both parental and PrexR cells (Supplementary Fig. 5b) with or without Prex. Together, these data suggest that CHK1i resistance is unlikely to be associated with the protection of stalled replication forks or enhanced DSB repair but more likely associated with upstream ssDNA damage repair pathways such as BER or MMR.

### Overcoming CHK1i resistance in HGSOC

Based on our data, we hypothesized that if CHK1’s control over HR remained intact in PrexR cells, CHK1i could induce RAD51-mediated HR inhibition (Fig. 4c) thus sensitize PrexR cells to DNA damaging agents causing DSBs. To test this hypothesis, we treated parental and PrexR cells with 10 nM Prex and sublethal concentrations (1–20 nM) of gemcitabine (Fig. 6a, b). Growth assays over 48 h showed expected Prex sensitivity of both parental lines with only OVCAR8 showed sensitivity to gemcitabine (Fig. 6b, left). Both PrexR cells demonstrated no loss of viability to each Prex and gemcitabine monotherapy (Fig. 6a, b, right untreated). In combination, Prex treatment induced a concentration-dependent sensitization to gemcitabine (Fig. 6a, b, right Prex) in PrexR cells. Immunofluorescent microscopy (Fig. 6c, d) further confirmed that Prex did indeed inhibit RAD51 foci formation by gemcitabine in both PrexR and parental cells uniformly (Fig. 4c). Further, DNA fiber assays showed an increased frequency of stalled replication forks with CHK1i and gemcitabine combination in both parental and PrexR cells as indicated by a lower IdU/CldU ratio compared with untreated control (Fig. 7a), while only parental cells showed increased replication fork stalls with CHK1i or gemcitabine monotherapy, further supporting our earlier observations.

**Fig. 6:**
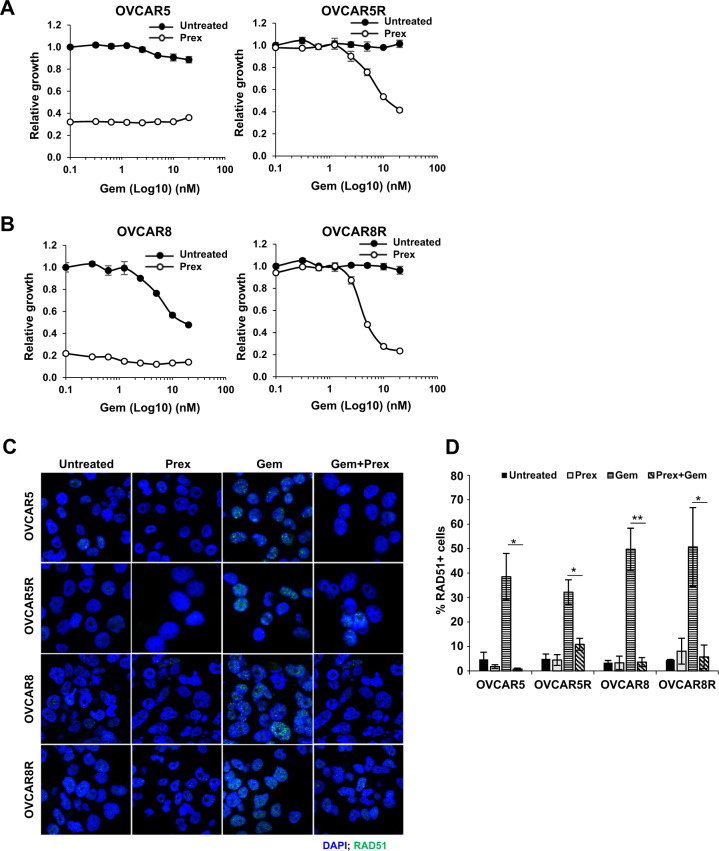
Effect of DNA damaging agents on CHK1i resistance. **a**, **b** XTT growth assays of parental and PrexR cells of OVCAR5 (**a**) or OVCAR8 (**b**). Cells were treated with gemcitabine (Gem) (0–20 nM) with or without Prex (10 nM) for 48 h. **c** Immunofluorescence staining of RAD51 was conducted on parental and PrexR cells treated overnight with either Prex (10 nM) or Gem (10 nM) or in combination. **d** Cells with >5 RAD51 foci were counted as RAD51+ cells and average count from three independent experiments are plotted. *P < 0.05; **P < 0.01; ***P < 0.001; NS not significant.

**Fig. 7:**
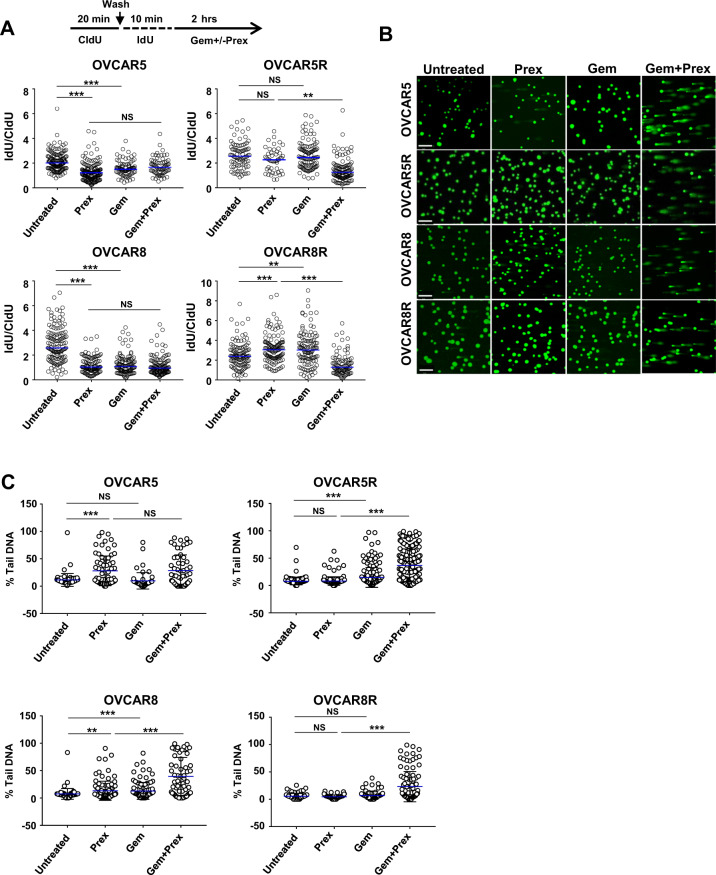
Replication fork stalling and DNA fragmentation upon combination treatment. **a** DNA fiber assay to measure replication fork stalling was performed on cells treated with CldU (20 min), IdU (10 min) followed by the addition of Gem (50 nM) or Prex (50 nM) or both for a further 2 h in the presence of IdU. The ratio of nascent IdU labeled strands to CldU labeled strands are plotted as a measure of stalled replication forks. **b**, **c** Alkaline comet assay to quantify DNA fragmentations in cells treated with Prex or Gem or in combination. At least 100 cells events were quantified using CometScore^©^ software. Percentage of tail DNA is plotted. Each experiment was repeated at least twice. *P < 0.05; **P < 0.01; ***P < 0.001; NS not significant.

Lastly, we performed an alkaline comet assay to evaluate whether the increased replication fork stalls by combination treatment could be translated into the enhanced DNA damage in PrexR cells. We found CHK1i and gemcitabine combination augmented DNA fragmentations (*P* < 0.01) in both parental and PrexR cells, (Fig. 7b, c) while no increase in comets was observed with CHK1i alone in PrexR cells. Also, as anticipated, CHK1i or gemcitabine monotherapy induced a significant increase in comets in parental cells. Overall, our data suggest a functional separation of CHK1 activities that has distinct roles in Prex resistance and sensitization to DNA damaging agents in combination therapy.

## Discussion

Cell cycle checkpoints, e.g., ATR and CHK1 are active therapeutic targets in numerous cancers including HGSOC either as a monotherapy or as a sensitizer of DNA damaging drugs and radiation therapy [25–27]. In order to effectively advance this class of drugs to novel clinical trials for HGSOC, investigating critical steps involved in CHK1i resistance is necessary. In this study, we identified that lower CDK1/CyclinB1 activity in BRCAwt HGSOC cells confers resistance to CHK1i by keeping cells from entering early mitosis with under-replicated DNA, thus preventing consequent mitotic catastrophe. CHK1i-resistant cells circumvent CHK1i-induced mitotic catastrophe and cell death by instituting a CHK1-independent G2 delay and a sustained DNA damage response. Notably, CHK1’s control over HR remained intact despite the development of resistance, which makes its role in HR distinct from regulating CDK1 activity, thus opening new vistas in understanding and overcoming Prex resistance.

CHK1i forces cancer cells into premature mitotic entry without optimal DNA repair, leading to replication catastrophe and cell death [26]. Thus, resistance mechanisms against other DNA damaging agents have been variably associated with arrests at G2 phase or with overcompensated DNA repair [28–30]. But, while Ruiz et al. showed CDC25A levels positively correlated with sensitivity to an ATR inhibitor based on the genome-wide CRISPR screen using murine embryonic stem cells [31], we did not find low levels of CDC25A in CHK1i-resistant HGSOC cells or patient samples (data not shown). Instead, a large subpopulation of G2 cells was CyclinB1-negative along with the low levels of mitotic marker pHH3-S10. The differential effects of ATR, CHK1, and WEE1 on DNA replication may present different mechanisms of resistance to ATR, CHK1, and WEE1 inhibitors although all involved the delayed G2 phase [32], warranting further investigation. Also, given that *BRCA* mutation status is associated with PARPi resistance/sensitivity in HGSOC [6, 7], it is imperative to study potential mechanisms of resistance to CHK1i separately for *BRCA* mutant HGSOC models.

The known roles of CDK1/CyclinB1 in regulating G2/M transition and resistance to DNA damaging agents [20, 28] led us to assess their modulations in CHK1i-resistant BRCAwt HGSOC. We found overall low levels of CyclinB1 in PrexR cells, a large CyclinB1-negative G2 population that was mitotically less active relative to parental cells. Further, siRNA-based silencing of CCNB1 partially recapitulated CHK1i-resistant phenotype in parental cells, similar to the reports in prostate cancer [33] or breast cancer models [34]. Interestingly, inhibition of extranuclear export of CyclinB1 with leptomycin B or overexpressing CyclinB1 itself did not reverse the resistance to Prex treatment suggesting multiple factors play the roles in developing resistance to CHK1i e.g., the available CDK1 for an active CDK1/CyclinB1 complex formation, the requirement of CyclinB1 nuclear localization and corresponding cell cycle phase for CyclinB1’s functional execution [19]. Consistently, CDK1 activity was much lower in PrexR cells and a specific inhibitor of CDK1 recapitulated G2 delay in parental cells like what we observed in PrexR cells.

While our data indicate that reduced CDK1 activity is a key contributory factor of CHK1i resistance in BRCAwt HGSOC, this G2 delay should be orchestrated with active DNA repair response for cell survival. It also suggests that normal CyclinB1 levels are essential for DNA damage to occur with CHK1i. In line with this, our transcriptome analysis and GSEA data of OVCAR5R cells and PrexR patient samples showed similar enrichment of genes related to essential DNA repair pathways such as BER, MMR, and other ssDNA damage repair pathways as well as increased RPA transcripts. 

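Counted by gene, Fig. 5a names 96 different genes over the 4 pathways, of which 93 were tested in OVCAR5R against OVCAR5 and 75 were higher in OVCAR5R by their mean. With limma, 0 of the 93 had an adjusted p under 0.05, over all genes tested or adjusted over the list alone, and 11 had an unadjusted p under 0.05, 10 of them higher in OVCAR5R. Every OVCAR5R library was above every OVCAR5 library for 18 genes and below for 2. The 63 genes listed for OVCAR5R, which the study chose on these libraries, were all higher by their mean and held all 18 of the genes higher without overlap, so these counts are not independent evidence.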

Enhanced stabilization of ssDNA at stalled replication forks by RPA is vital for efficient DNA repair [35] and has been implicated in resistance to platinum drugs in ovarian cancer [36]. Our subsequent experiments indicated that RPA-related ssDNA protection or increased endonuclease activity, crucial for efficient DNA resection and DSB repair at stalled replication forks, was unsustainable when further DNA damage occurred with HU in PrexR cells. We therefore concluded that fork stability in PrexR cells is not a major cause of CHK1i resistance.

Another new finding of the present study is that CHK1i treatment reduced RAD51 foci formation by PARPi or gemcitabine not only in parental cells but also in PrexR cells. It is notable that CHK1i treatment still mitigates RAD51-mediated HR in PrexR cells, thus sensitizing PrexR cells to DNA damaging agents that require HR for repair. Our finding on the combination treatment approach in PrexR models is consistent with the previous report in pediatric cancer preclinical models [37] and further provides a rationale as to how the combination therapy can circumvent the resistance to Prex monotherapy.

In summary, our study demonstrates novel mechanistic insights of functionally distinct CHK1 activities in BRCAwt HGSOC; first, its role in G2/M checkpoint and secondly, in regulating HR. Our data therefore highlight a combination treatment strategy to overcome CHK1i resistance in BRCAwt HGSOC, warranting further investigation of these endpoints in relevant in vivo settings.

## Materials and methods

### Cell growth assays by XTT

This was done as detailed earlier [38]. Plates were read on a BioTek SynergyHT™ plate reader (BioTek Instruments, VT) and analyzed on Gen5™ software. Absorbance measured at 490 nm was plotted as absolute values (corrected for background) or relative to untreated control.

### Immunoblotting and subcellular fractionation

Immunoblotting was performed as described [7]. Blots were visualized and documented on an Odyssey™ Fc gel documentation system (LI-COR biosystems, NE).

### Cell cycle analysis

DNA content measurement was performed [39] and analyzed on a BD FACScanto™II (BD Biosciences, CA) and FlowJo software (FlowJo LLC, MD). For flow cytometric analysis of CyclinB1 and mitotic marker phospho-HistoneH3 (pHH3-S10), harvested cells were first permeabilized with 0.1% Triton X100 in phosphate-buffered saline (PBS), stained with a rabbit α-CyclinB1 and goat α-rabbit-AF488 secondary antibody and mouse α-pHH3-S10-AF647 antibody prior to fixation and PI staining.

### Quantitative PCR (qPCR) analysis

Total RNA was isolated from cells using RNeasy™ Micro kit (Qiagen, MD). Single-stranded cDNA was generated using the Superscript™ First-strand synthesis system (Thermo Fisher Scientific, MA). Primers specific for CyclinB1 mRNA (*CCNB1*) Forward 5′-CAGATGTTTCCATTGGGCTT-3′ and reverse 5′-TACCTATGCTGGTGCCAGTG-3′ and for endogenous control *GAPDH* were obtained from Integrated DNA Technologies, IA. qPCR was performed on an ABI ViiA7 Real-Time PCR system (Applied Biosystems, CA) and analyzed with QuantStudio™ Real-Time PCR software.

### Small interfering RNA (siRNA) transfection

A pool of four specific siRNAs (OnTargetPlus™ smartpool) against CyclinB1 (Dharmacon Inc, CO) was used for transfection with Lipofectamine 2000™ reagent (Thermo Fisher Scientific) as per manufacturer’s protocol. Cells were transfected for at least 48 h before use for growth assays or western blot.

### Co-immunoprecipitation and CDK1 kinase activity assays

Lysates prepared from 1 × 10^7^ cells in lysis buffer (50 mM Tris-HCl, pH8.0, 150 mM NaCl, 1% NP-40 containing complete™ and PhosSTOP™[Roche]) were incubated with rabbit α-CDC2 (α-CDK1) (#28439, Cell Signaling Technology, MA) (1:50) overnight at 4 °C and captured using protein G-agarose (Thermo Fisher Scientific) as per manufacturer’s protocol. Immunoprecipitates were washed and resuspended in 25 µl of kinase buffer (40 mM HEPES, pH 7.5, 10 mM MgCl_2_, 1 mM EGTA, 0.01% Brij35), containing Histone H1 (5 µg) protein (Sigma-Aldrich) and 50 µM of ATP. After incubation at 31 °C for 1 h, the reaction was stopped with 25 µl of 1× Laemmli buffer, boiled for 5 min, and used for immunoblotting.

### Immunofluorescence microscopy

Cells were prepared as detailed earlier [7]. For RAD51 immunofluorescence, coverslips were further stained with DAPI, mounted using Eukitt medium as reported [40] before acquisition and analysis with a Zeiss 780 laser confocal microscope and Fiji (is ImageJ)™ (National Institutes of Health, MD). Cells with >5 RAD51 foci were counted as positive and an average of three experiments was plotted with error bars showing the sample error of the mean (SEM). For CDC45 immunofluorescence, cells on coverslips were incubated with 0.1% Triton-X 100/PBS for 1 min on ice, and then fixed with 4% paraformaldehyde. Signal intensity of CDC45 in each cell was quantified with ImageJ.

### RNA-seq

RNA-seq was performed using tumor core biopsy samples from 12 HGSOC patients on the CHK1i Prex clinical trial (ClinicalTrials.gov, NCT02203513) as detailed before [8]. Datasets were deposited in NCBI’s Gene Expression Omnibus database under accession numbers GSE149723 and GSE149724. More details are provided in Supplementary Methods.

### DNA fiber assay

Cells were plated at 40–50% density in six-well plates a day prior to treating sequentially with 5-Chloro-2′-deoxyuridine (CldU) and 5-Iodo-2′-deoxyuridine (IdU). To measure DNA resection, cells were first labeled with 60 µmol/L thymidine analogue CldU for 20 min, washed and labeled with 500 µmol/L IdU for 20 min, washed and then treated with 2 mM of HU for 2 h. To measure stalled DNA replication following DNA damage, cells were labeled with CldU for 20 min, washed and labeled with IdU for 10 min followed by gemcitabine or Prex (50 nM each) or both for 2 h. Labeled cells were harvested and DNA fiber spreads were prepared as described [41]. Slides were imaged using a Zeiss 780 laser microscope and at least 100 fibers per condition per experiment was measured and analyzed using ImageJ software. Data were plotted as median with 95% confidence interval (CI) (GraphPad Prism V7).

### Comet assay

Alkaline comet assays were performed as detailed [7]. Data were plotted as mean % tail DNA with error bars showing standard deviation (GraphPad Prism V7).

### Statistical analysis

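With 3 libraries in each cell line, a rank test of a single gene between OVCAR5 and OVCAR5R cannot give a two-sided p under 0.1, so no gene can pass 0.05 by that test. This smallest p was reached where the 6 libraries did not overlap. It was reached by 988 genes higher in OVCAR5R and 962 genes lower, together 16.6% of the genes tested, while 10% is expected by chance.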

Student’s *t* test was used to determine statistical significance for paired groups of data whereas an unpaired Mann–Whitney *t* test was performed for DNA fiber, comet assay, and RNA-seq data analyses (GraphPad Prism V7). *P* < 0.05 was significant. Minimum sample sizes for statistical significance were determined in consultation with biostatisticians.

## Supplementary information

Supplemental material

# Supplementary material for: Resistance to the CHK1 inhibitor prexasertib involves functionally distinct CHK1 activities in BRCA wild-type ovarian cancer
**Source:** Oncogene. 2020 Jul 9;39(33):5520–35. doi: 10.1038/s41388-020-1383-4
**Supplement:** Supplementary file 1 — Supplemental material

**Supplemental methods**

**Agents**

Inhibitors were purchased from the following companies: Prex (LY2606368, MedChem Express, NJ), HU (Sigma-Aldrich, MO), gemcitabine and Ro336 (both from SelleckChem, PA). Antibodies used for flow cytometric analysis include rabbit α-CyclinB1 (#ab32053, Abcam, MA), mouse α-pHH3-S10-AF647 (#650806) and goat secondary antibodies α-rabbit IgG-AF488 and α-mouse-IgG-AF647 (all from Life Technologies, CA). Antibodies used for western analysis were either from Cell Signaling Technology, MA (CHK1, CHK1-S296, CHK1-S345, CHK1-S317, GAPDH, CyclinB1, LaminA, Histone H1, CDC25A, CDC25C, pCDC25C-S216, γH2AX-S139, RAD51, pATR-S428, ATR), Abcam (pATM-12981, ATM, pCDC25A-S124), or from MyBiosource, MA (Histone H1-T154). Antibodies for immunofluorescent microscopy include α-H2AX (S139)-AF647 (#613408, Biolegend, CA), α-CDC45L (#ab126762, Abcam) and rabbit α-RAD51 (#ab133534, Abcam). For DNA fiber assay, DNA dyes 5-Iodo-2'-deoxyuridine (IdU) and 5-Chloro-2'-deoxyuridine (CldU) (Sigma-Aldrich) and their specific antibodies mouse α-IdU (#NBP2-44056, Novus) and rat α-CldU (#NB500-169, Novus Biologicals,CO) and corresponding secondary antibodies goat α-rat IgG-AF488 (#A11006, Thermo Fisher Scientific, MA) and goat α-mouse-AF488 (#A11005, Thermo Fisher Scientific) were used.

**Cell lines**

We developed CHK1i-resistant cell lines using BRCAwt HGSOC cells (OVCAR5 [p53 null] and OVCAR8 [p53 deletion mutant]) to actively reflect the platinum-resistant recurrent BRCAwt HGSOC patients treated on phase 2 clinical trial of CHK1i Prex (NCT02203513) [1]. Cell lines OVCAR5 and OVCAR8 were obtained from NCI-60 collection at the National Cancer Institute (National Institutes of Health, MD). All cell lines were cultured in RPMI1640 media with L-glutamine (Life Technologies) containing 10% FBS, 1000 U/ml penicillin/streptomycin, 1 mM sodium pyruvate and 5 µg/ml of insulin from bovine pancreas (Sigma-Aldrich). CHK1i Prex-resistant (PrexR) cell lines OVCAR5R and OVCAR8R were developed from their parental OVCAR5 and OVCAR8 [2] by culturing them in progressively increasing concentrations of Prex up to 3 µM over 3-4 months. PrexR cells were routinely maintained at 2 µM of Prex. Cells were cultured without Prex for at least 4 days until use.

**RNA-seq Analysis**

The clinical study protocol was reviewed and approved by the Institutional Review Board of the Center for Cancer Research, National Cancer Institute. Written informed consent was obtained from all patients. 

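The 6 libraries were compared with one another on the log2 scale over the genes tested. Between the OVCAR5R cultures, Pearson's r across genes was 0.947, 0.950, and 0.963. OVCAR5 replicates 1 and 3 had an r of 0.955, whereas OVCAR5 replicate 2 had an r of 0.898 with replicate 1 and 0.883 with replicate 3, lower than each r of OVCAR5 replicate 3 with the OVCAR5R libraries, of which the highest was 0.947. Genes are not independent replicates, so these values only describe the libraries. The first principal component held 45.5% of the variance and set OVCAR5 replicate 2 at -72.0 apart from the other libraries, which lay between -10.6 and 34.6. No library was a copy of another.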

Separately, total RNA was also prepared from triplicate cultures of OVCAR5 and OVCAR5R and RNA-seq was performed as reported [1]. 

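The 75th percentile of the deposited values over the genes tested was 79.5, 76.9, and 80.5 in OVCAR5 replicates 1, 2, and 3. It was 77.4, 77.0, and 77.2 in OVCAR5R replicates 1, 2, and 3. The deposited values are on a linear scale, so a log transformation is not part of them. Only the low nonzero values of each library were checked against its step. Divided by that step, 71.5% to 74.9% of them were whole numbers and 100% were numbers with 2 decimals. Estimated read counts scaled by 1 factor per library would look like this. The median log2 fold change over all genes tested was -0.01 on these values. Between 8 and 230 genes per library were listed at 0.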

Datasets were quartile normalized and log-transformed prior to analysis. 

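The weighted running-sum statistic of GSEA (weight 1) was computed on the signal-to-noise ranking of all genes tested in OVCAR5R against OVCAR5, for all genes that Fig. 5a lists in a pathway. The p-values came from 10000 random gene lists of the same size, one-sided towards the sign of the score and adjusted over the 4 pathways, since 3 against 3 libraries are too few to permute. The enrichment score was 0.596 for pyrimidine metabolism (adjusted p = 8.0e-04), 0.624 for MMR, 0.572 for BER, and 0.570 for DNA replication (adjusted p = 0.0076 each). These lists hold every gene that the study found to contribute in OVCAR5R on the same libraries, which is 35 of 53, 11 of 17, 13 of 22, and 20 of 30 genes tested in the order above, and leave out genes of the sets that contributed in neither dataset. A positive score was therefore set in advance, and these p-values are not independent evidence of enrichment. Random gene lists also take genes as independent of each other. The adjusted p rose most without OVCAR5 replicate 1, to 0.0748 for pyrimidine metabolism, 0.333 for MMR and BER, and 0.352 for DNA replication.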

GSEA was performed using the GSEA tool on Genepattern™ [3] and the list of genes that contributed to enrichment within the selected datasets was analyzed using Microsoft excel.

**Growth curve and generation time**

Growth curve experiments were performed by seeding 1x10^4^ cells per well at Day 0 in 12-well plates in normal media (1 ml) and two wells were harvested and counted every day. Time of collection was noted, total cells per well estimated and growth curves were plotted after Day 10. Media was changed every 3-4 days. Generation time (GT) for each cell line was calculated by using cell line specific k = Ln(F/I)/T to calculate GT= Ln(2/1)/k where F and I are final and initial cell numbers in time T (dotted line) [4].

**Supplementary Figure Legends**

**Figure 1. Clonogenic assays were performed to show the persistence of CHK1i resistance in PrexR cells**

**A.** PrexR cells were cultured without Prex at indicated weeks (Wk). 2.5 x 10^3^ cells were re-seeded per well of a 6-well plate at the end of each week. Plates were further incubated for 7 days for the development of colonies and stained with 0.5% Crystal violet for 5 min before washing and imaging. **B.** Generation time assays were performed on both parental and PrexR cells in normal media over 10 days. This was performed once.

**Figure 2. Leptomycin B, a CyclinB1 efflux inhibitor and its effect on survival**

**A.** Parental and PrexR cells were plated on lysine coated coverslips and treated with leptomycin B (0.3 nM) overnight before imaging the cells for CyclinB1 as described in methods. **B.** Cell growth assays were performed using XTT in cells treated with a gradient of leptomycin B with or without Prex (5 nM) for 48 hrs. All experiments were repeated at least thrice. These experiments were repeated twice **C-E.** Parental and PrexR cells were cultured overnight to 50-70% confluency in 6 well dishes before transfecting with pCMX-CCNB1GFP expression vector using either Dharmafect Kb (OVCAR5) or Fugene (OVCAR8). After 24 hrs of transfection, cells were harvested, counted and used for either XTT assays for a further 48 hrs with or without Prex (0-100 nM for parental, and 0-500 nM for PrexR cells) (C) or for flow cytometric analysis following Prex (10 nM) treatment over 24 hrs (D), or plated on lysine coated coverslips and stained for γH2AX-AF647 and visualized as detailed in Methods (E). CCNB1-GFP expressing cells are fluorescent green in the image. This was performed twice.

**Figure 3. Immunoblots of CDK1 levels and CDK1 activity in parental and PrexR cells**

**A.** Western blot of histone H1 (HH1) and phosphorylated histone H1-T154 (pHH1-T154) were measured in parental and PrexR cells. Densitometric quantification of pHH1 is normalized with total HH1 (pHH1+HH1) and plotted on the right as a measure of CDK1 activity. **B.** Immunoblotting analysis of CDK1 and its inactive phosphorylated form (pCDK1-Y15) was performed on protein lysates prepared from cells that were treated with Prex (20 nM) for 6 hrs or 24 hrs. Densitometric measurements normalized to GAPDH is shown below as numbers. Experiments were performed at least thrice

**Figure 4. Analysis of RPA70 expression in parental and PrexR cells**

**A.** Cells were incubated with Prex (20 nM) overnight before staining with antibodies against RPA70 and counterstained with secondary antibodies conjugated to AF488 and DAPI. Images were acquired on a Zeiss 780 confocal microscope. **B.** RPA70 fluorescence intensity (FI) for each cell was quantified using ImageJ software and absolute FI plotted with Graphpad Prism. The columns show median with 95% CI. The experiment was repeated twice and representative images are shown. ***, *P* < 0.001; NS, not significant.

**Figure 5. Effect of replication toxin HU and Mirin, an MRE11 inhibitor on Prex sensitivity**

**A.** Cell growth assays were performed using XTT in cells treated with HU (0-0.5 mM) with or without Prex (5 nM) for 48 hrs. All experiments were repeated at least twice and representative images are shown. **B.** Cell growth rates were performed using XTT assays in parental and PrexR cells cultured with or without Prex (20 nM) and co-treated with a gradient (0-50 µM) of Mirin for 48 hrs. All experiments were repeated at least twice and representative figures are shown.

**Supplementary Figure 1.**

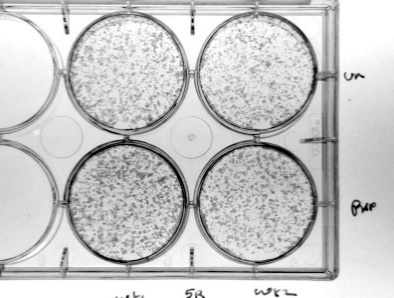

**OVCAR5R**

**Wk1 Wk2 Wk3 Wk4 Wk5 Wk6 Wk7**

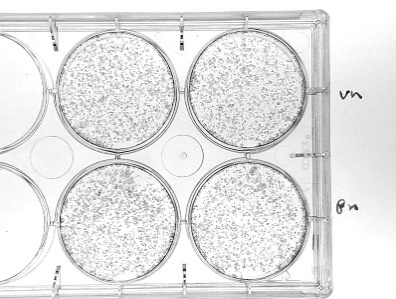

**OVCAR5**

**OVCAR8**

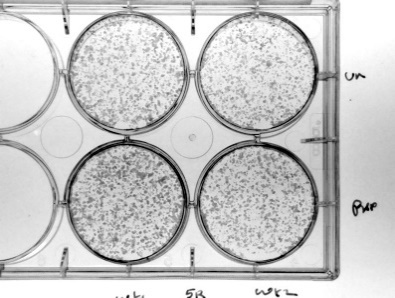

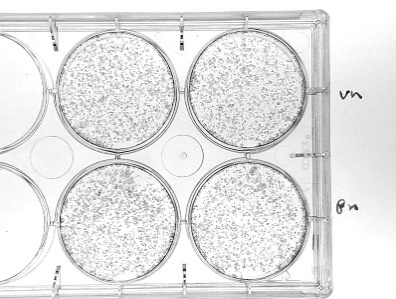

**DMSO**

**Prex (20 nM)**

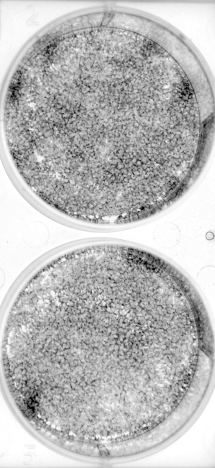

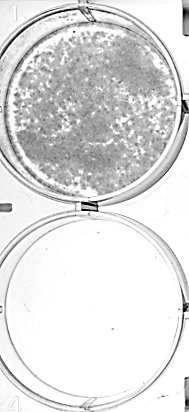

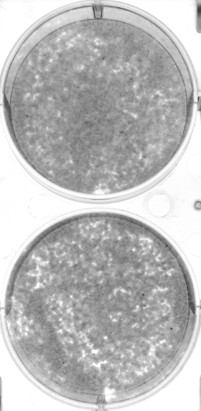

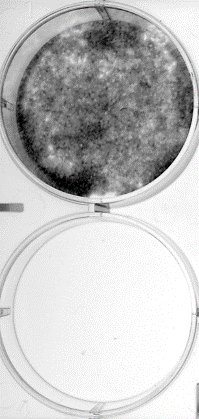

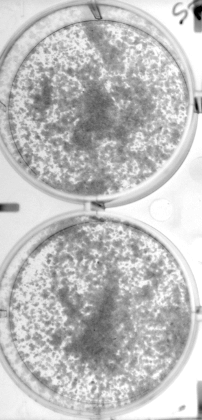

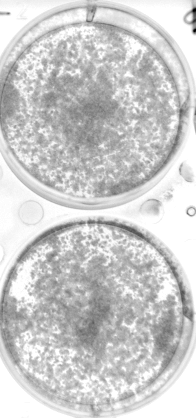

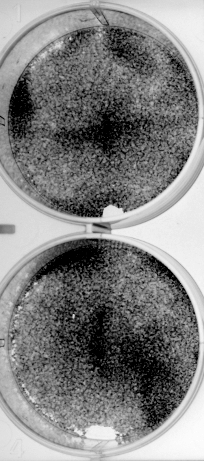

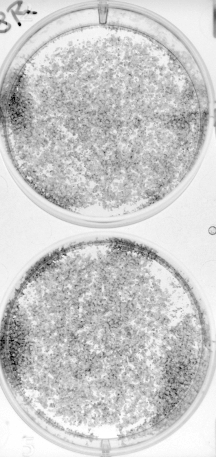

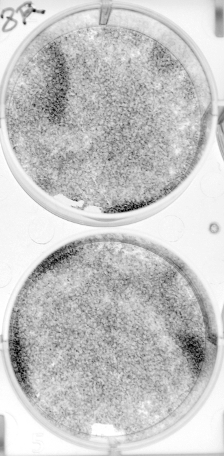

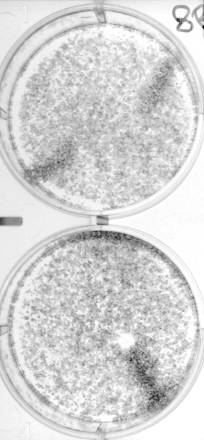

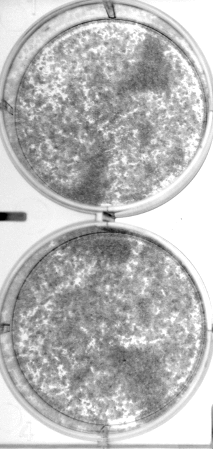

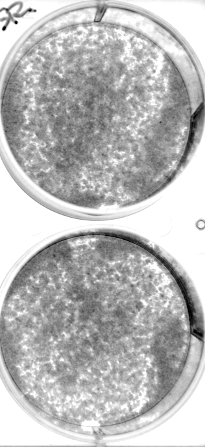

**DMSO**

**Prex (20 nM)**

**OVCAR8R**

**Wk1 Wk2 Wk3 Wk4 Wk5 Wk6 Wk7**

**A**

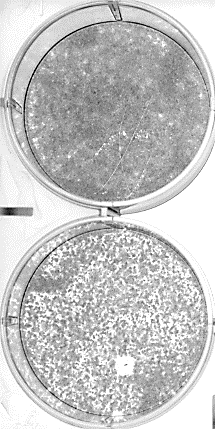

**OVCAR5R**

**OVCAR8R**

**DMSO**

**Prex (1 µM)**

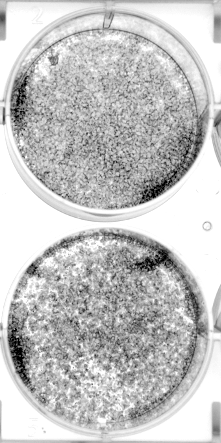

**Wk7**

**Wk7**

**B**

**Supplementary Figure 2.**

**A**

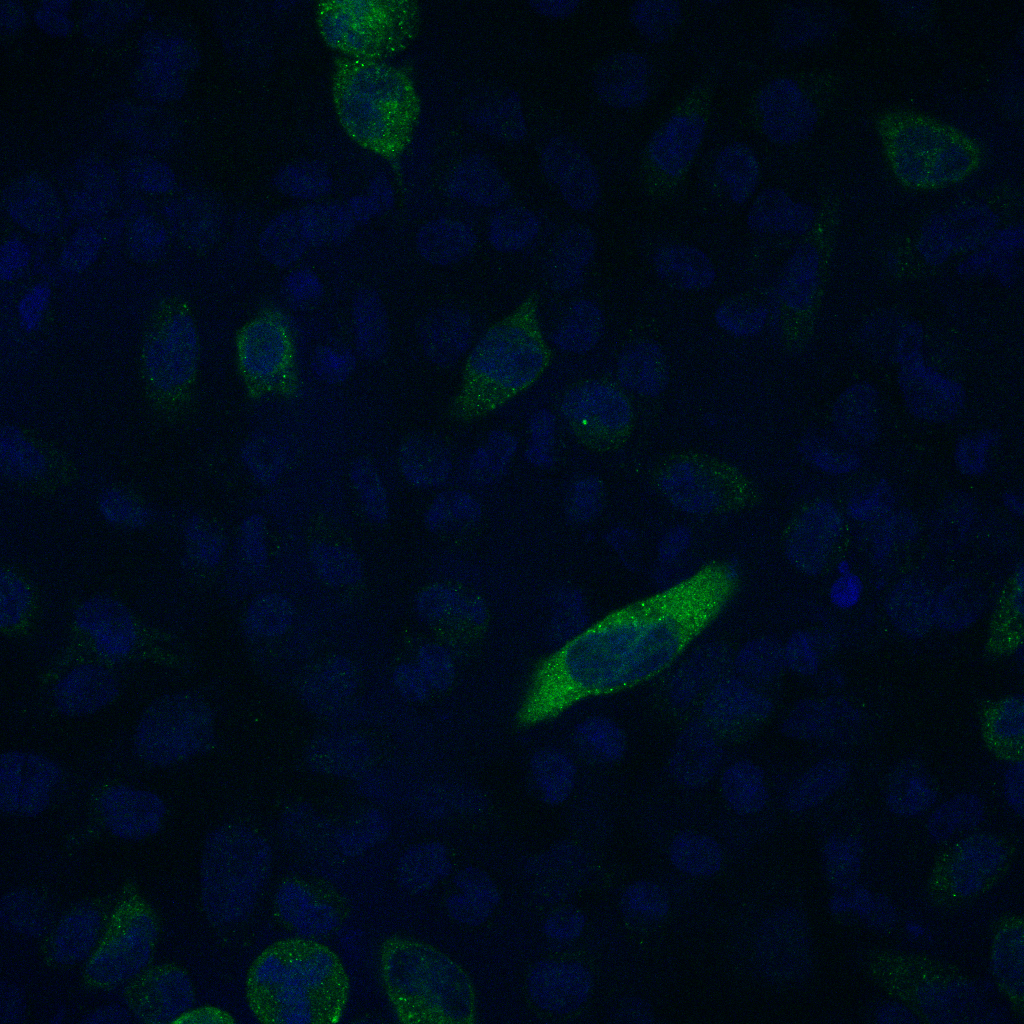

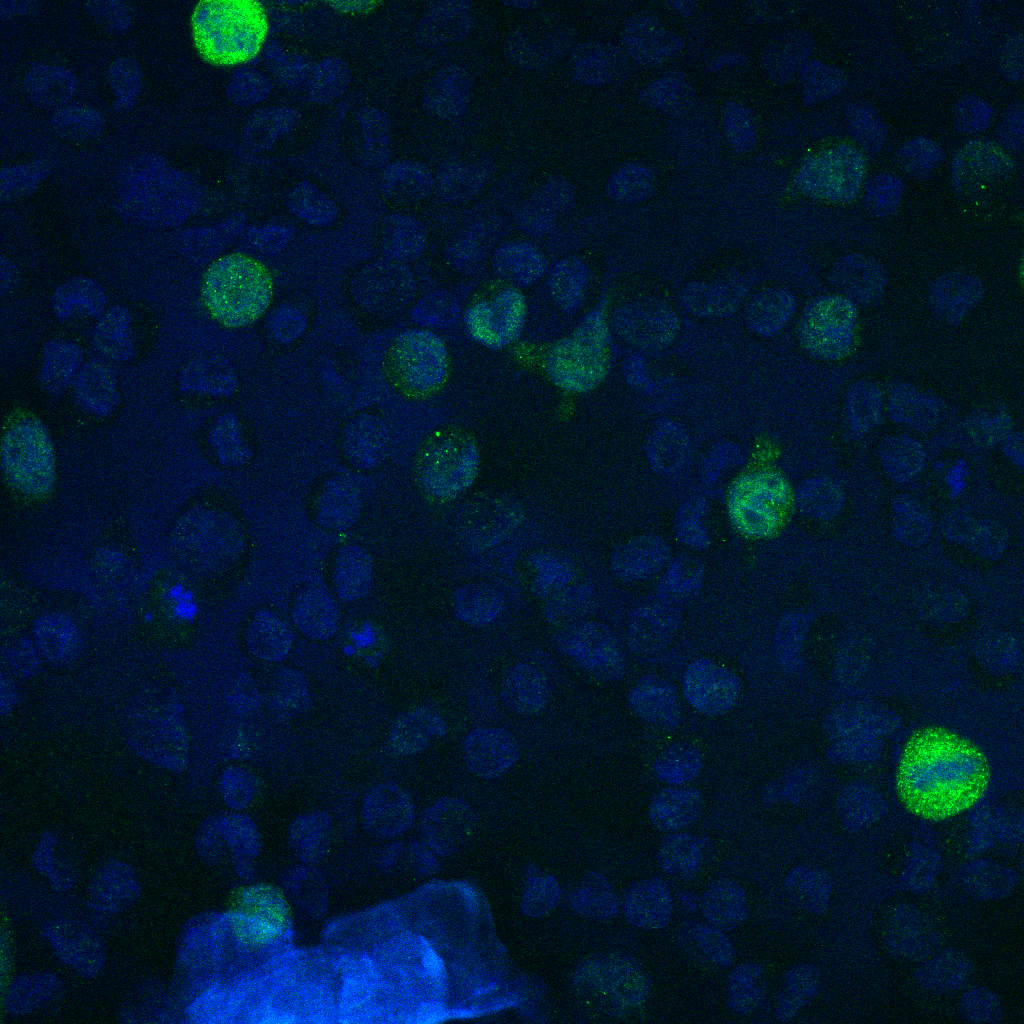

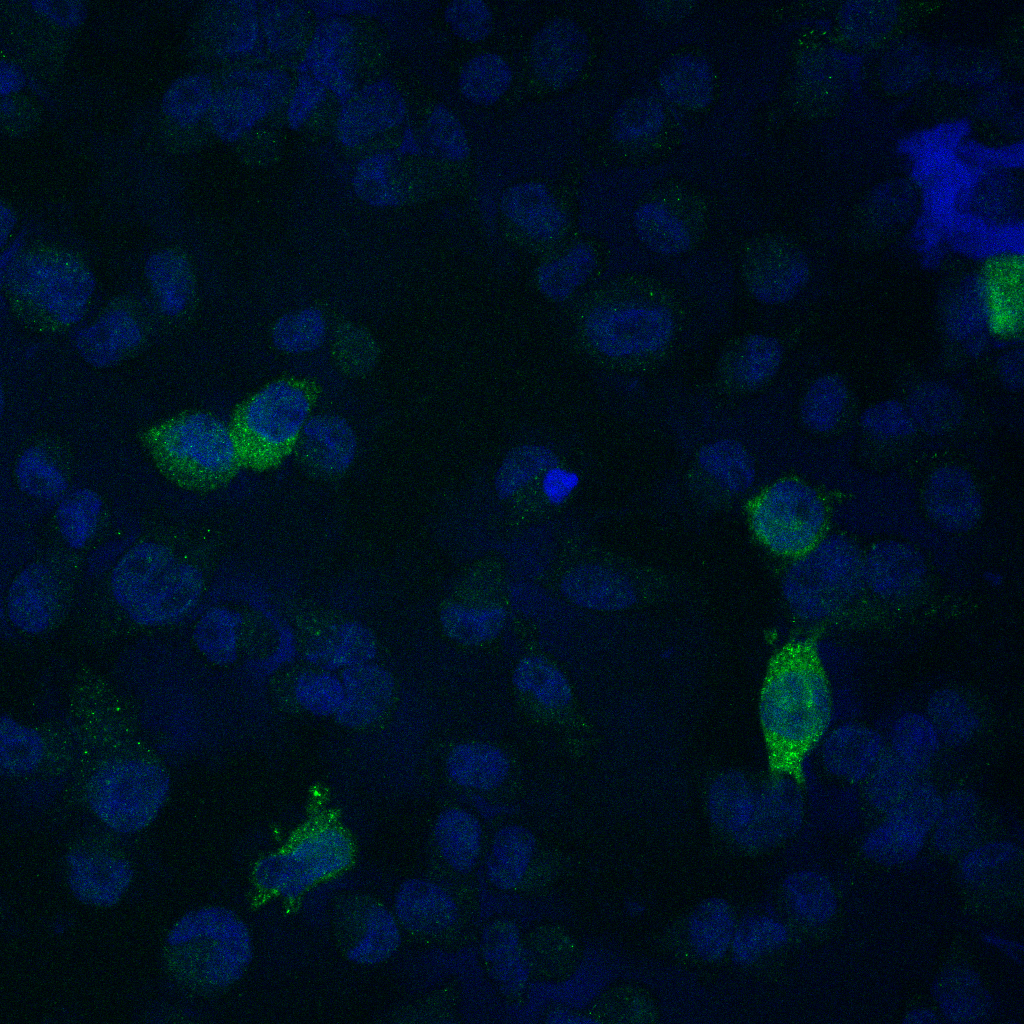

**OVCAR5**

**OVCAR8**

**Untreated**

**Leptomycin B**

**Untreated**

**Leptomycin B**

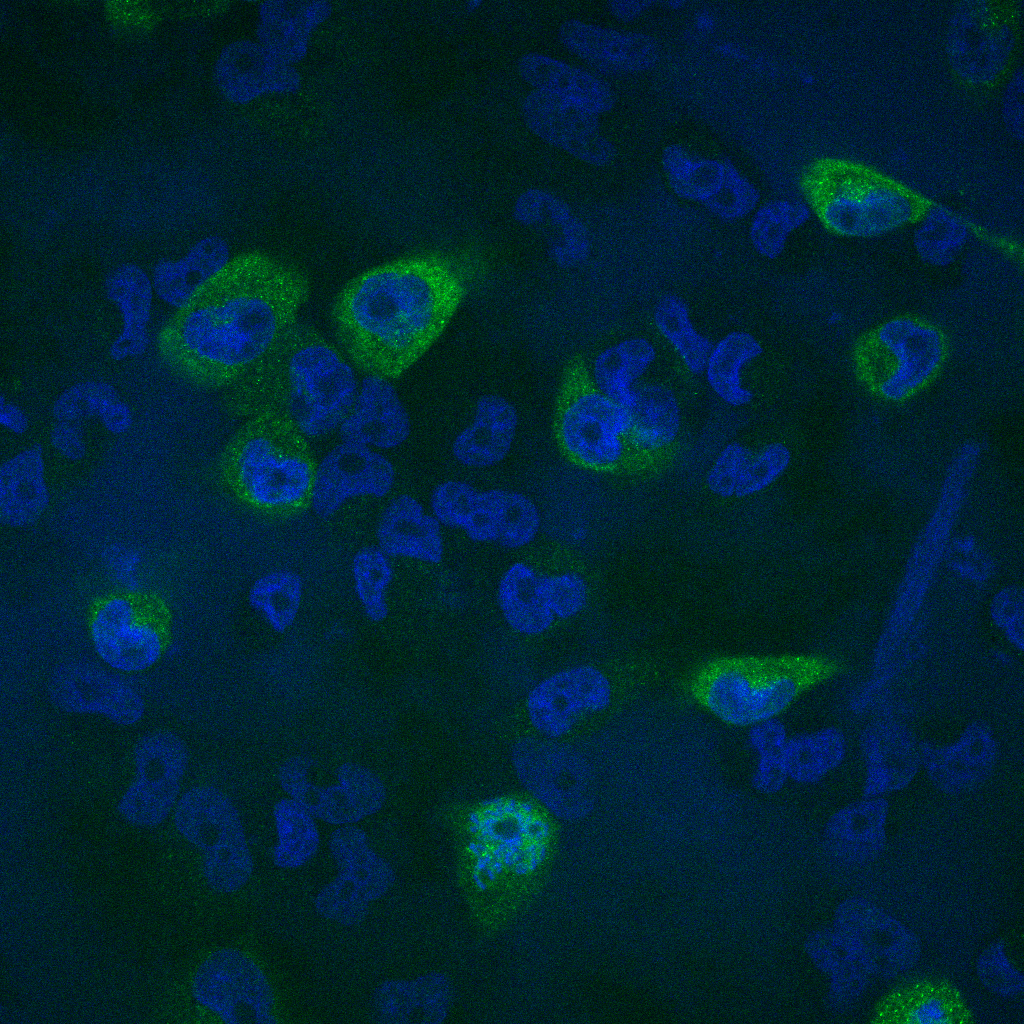

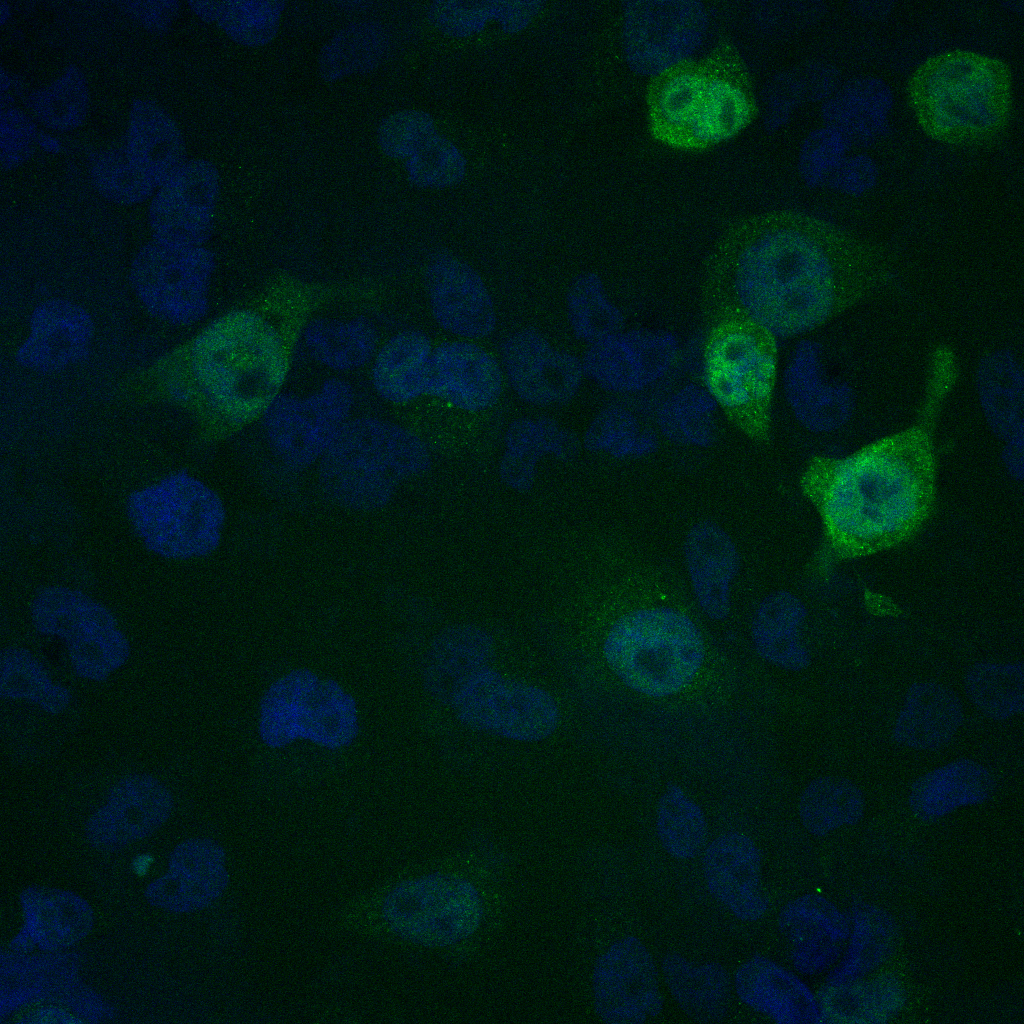

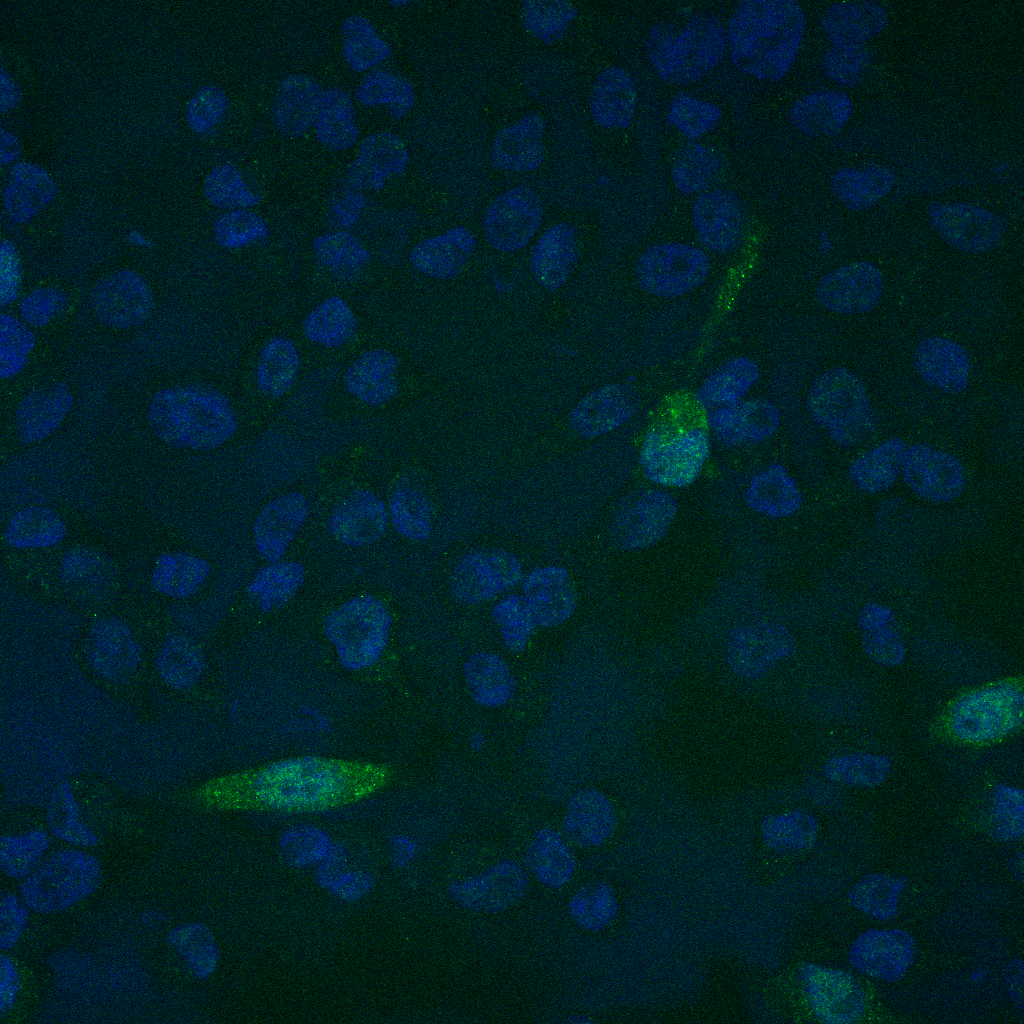

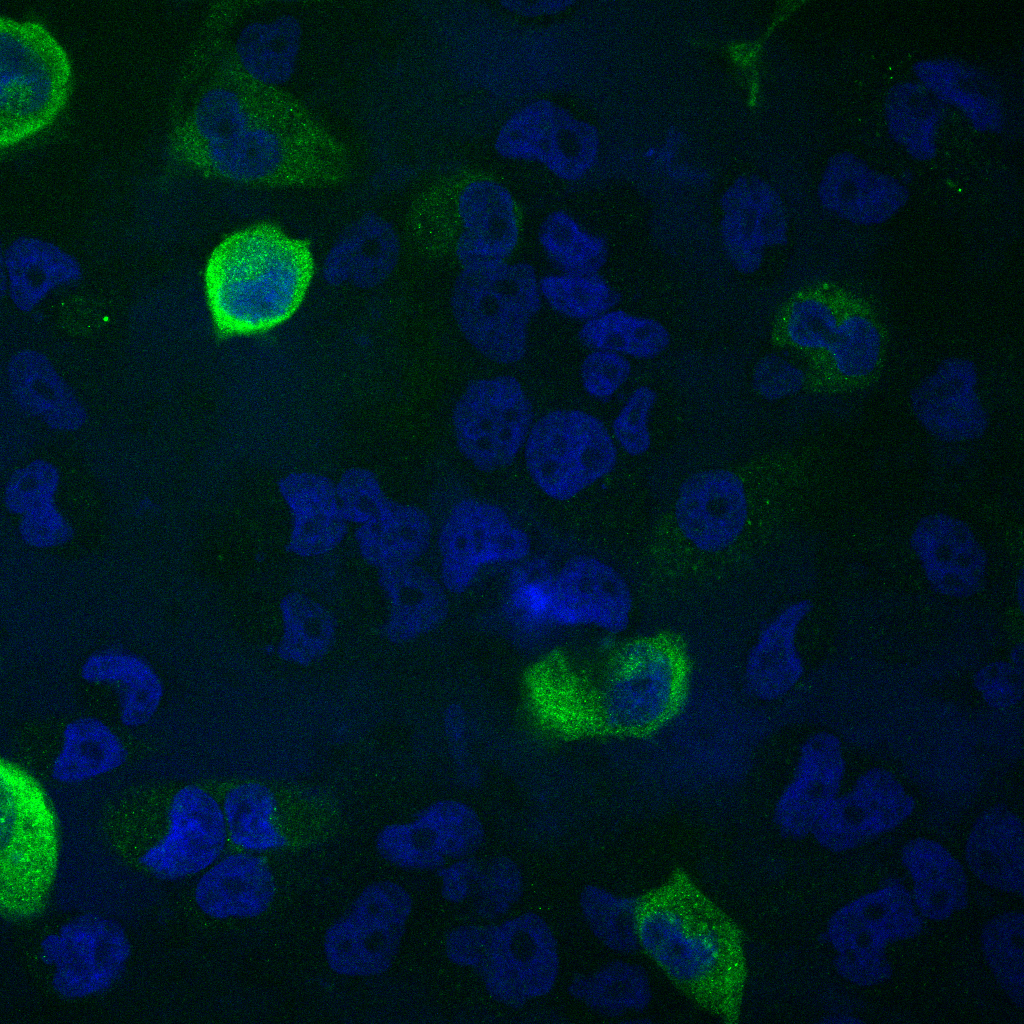

**OVCAR5R**

**OVCAR8R**

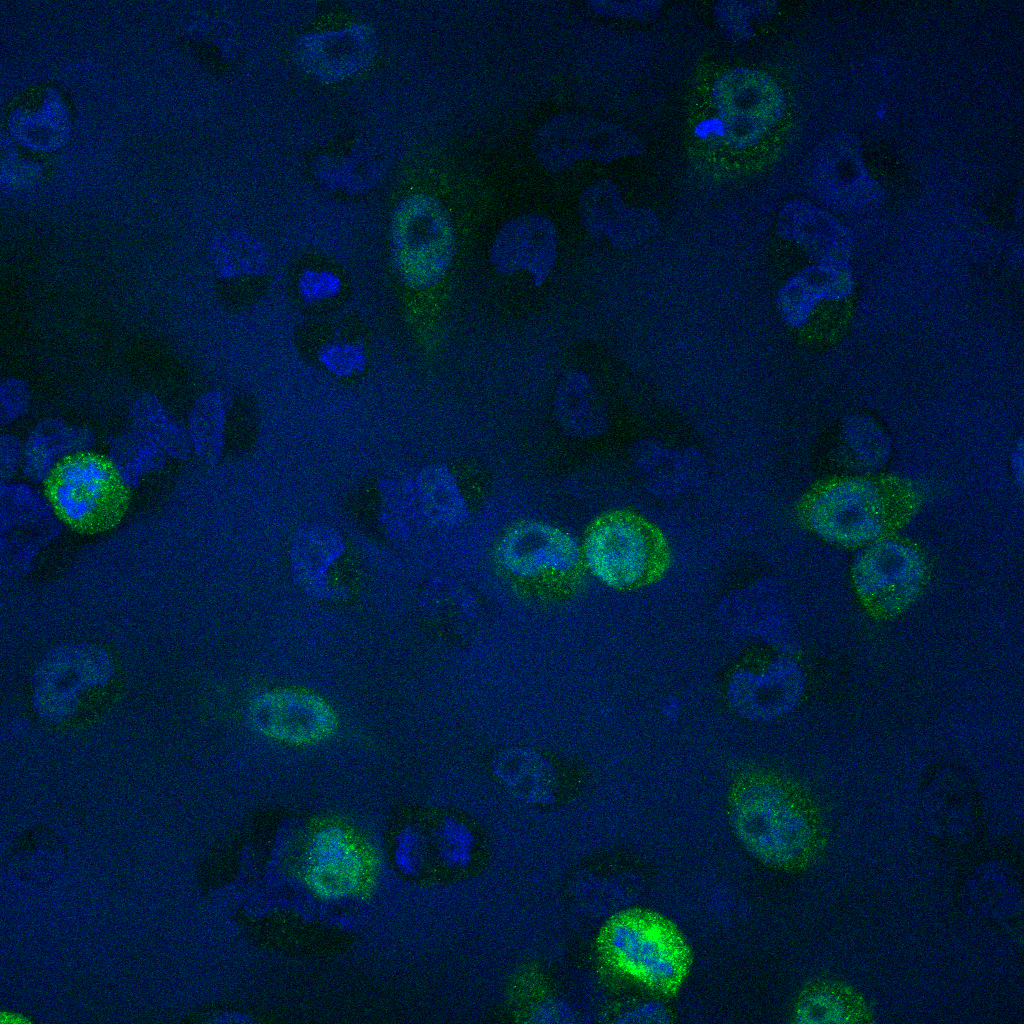

**DAPI; CyclinB1**

**B**

**C**

**Mock**

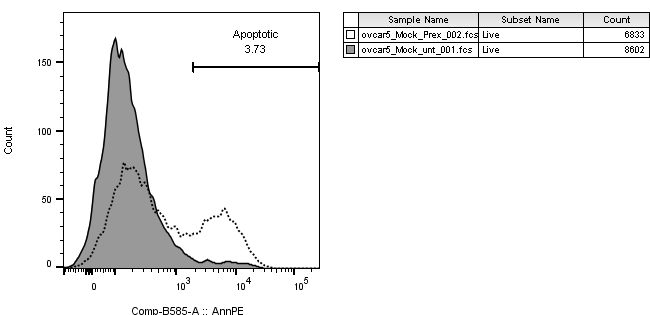

**pCCNB1**

Untreated

Prex

Apoptotic

3.7%

30 %

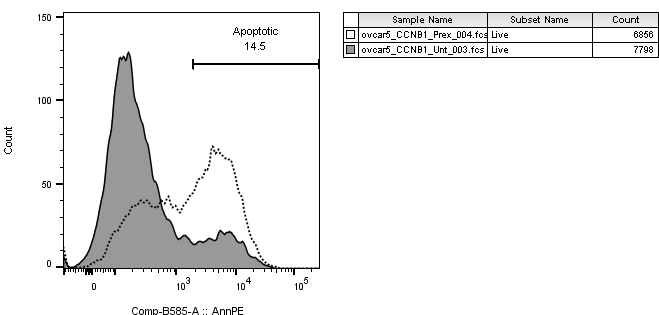

Apoptotic

15%

52 %

**OVCAR5**

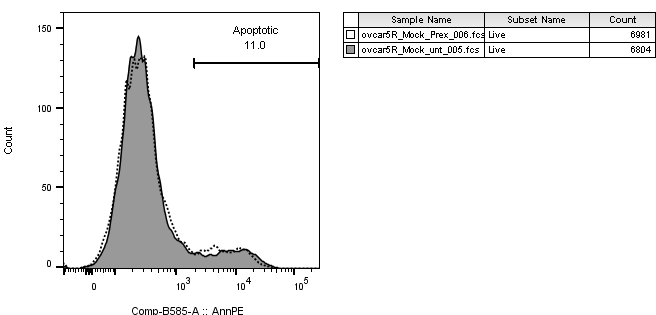

**OVCAR8**

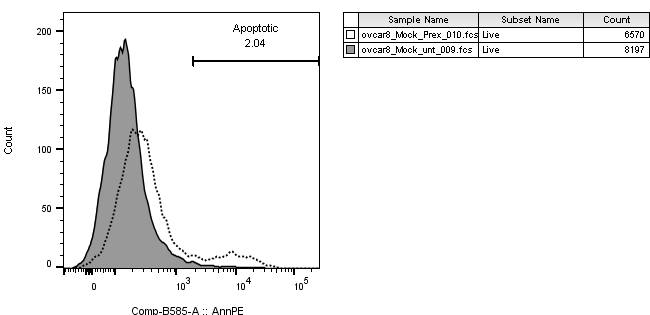

Apoptotic

2%

12 %

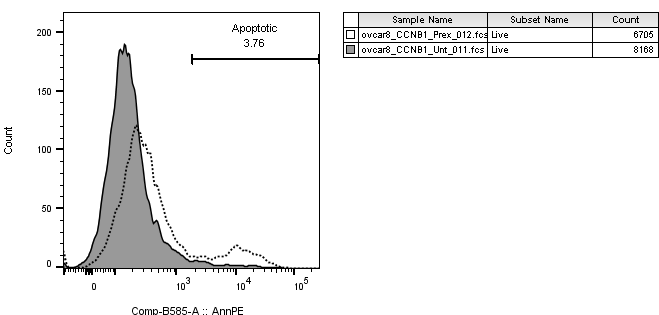

Apoptotic

3.8%

15 %

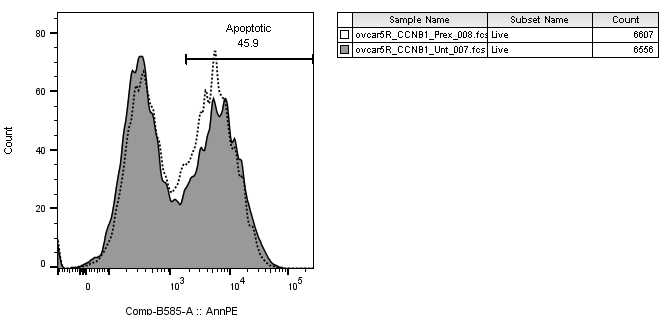

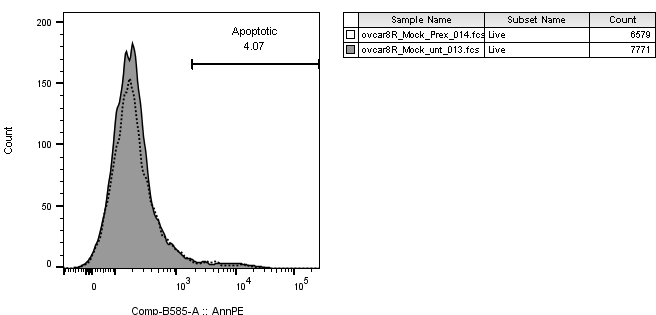

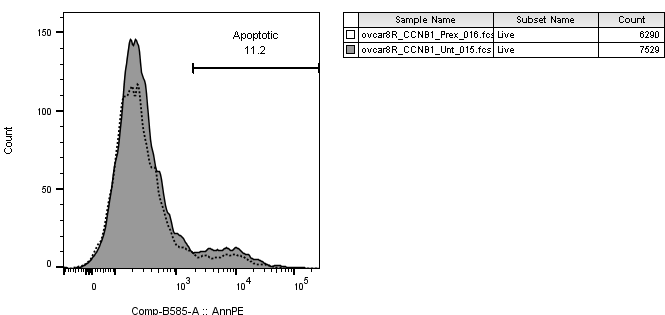

**Mock**

**pCCNB1**

Apoptotic

11%

11 %

Apoptotic

46%

49 %

Apoptotic

4.1%

4.2%

Apoptotic

11%

9 %

**OVCAR5R**

**OVCAR8R**

**AnnexinV -PE**

**D**

**Mock**

**Untreated**

**Prex**

**OVCAR8**

**OVCAR8R**

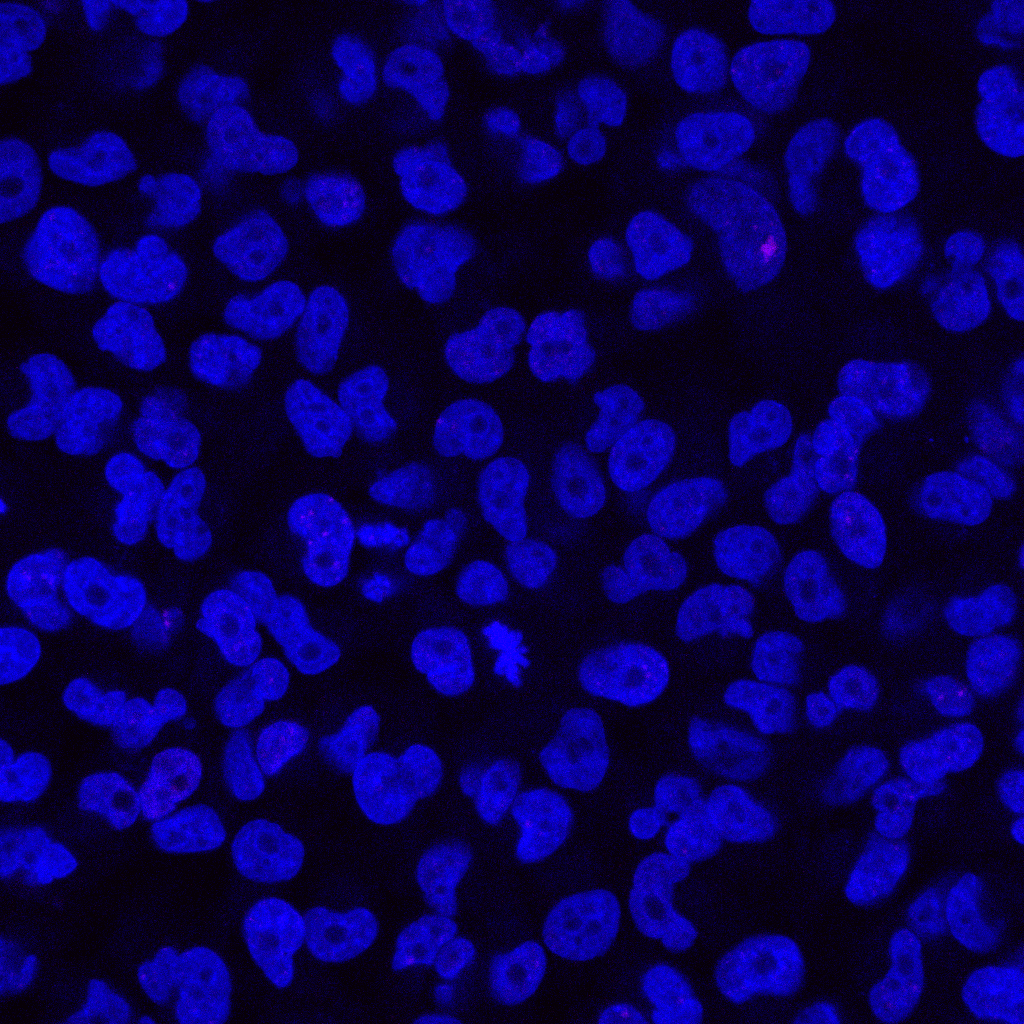

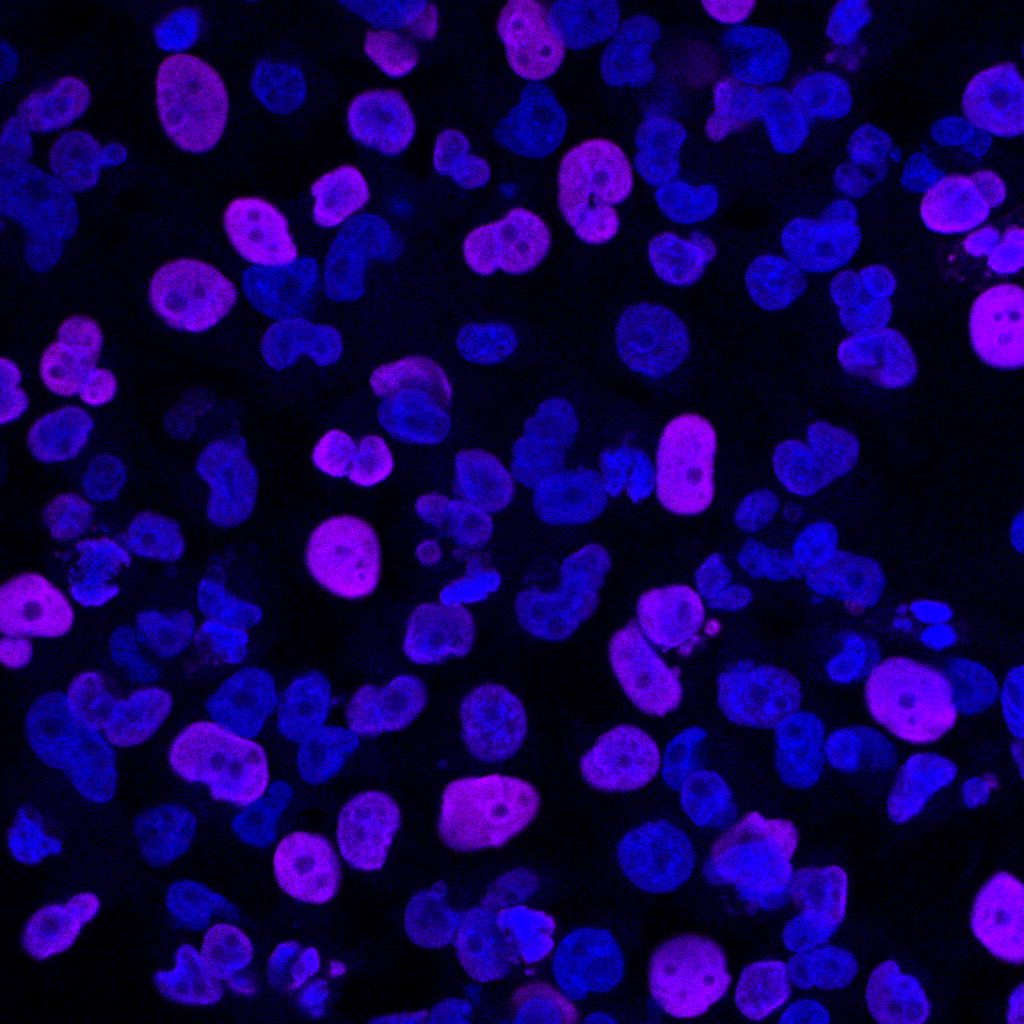

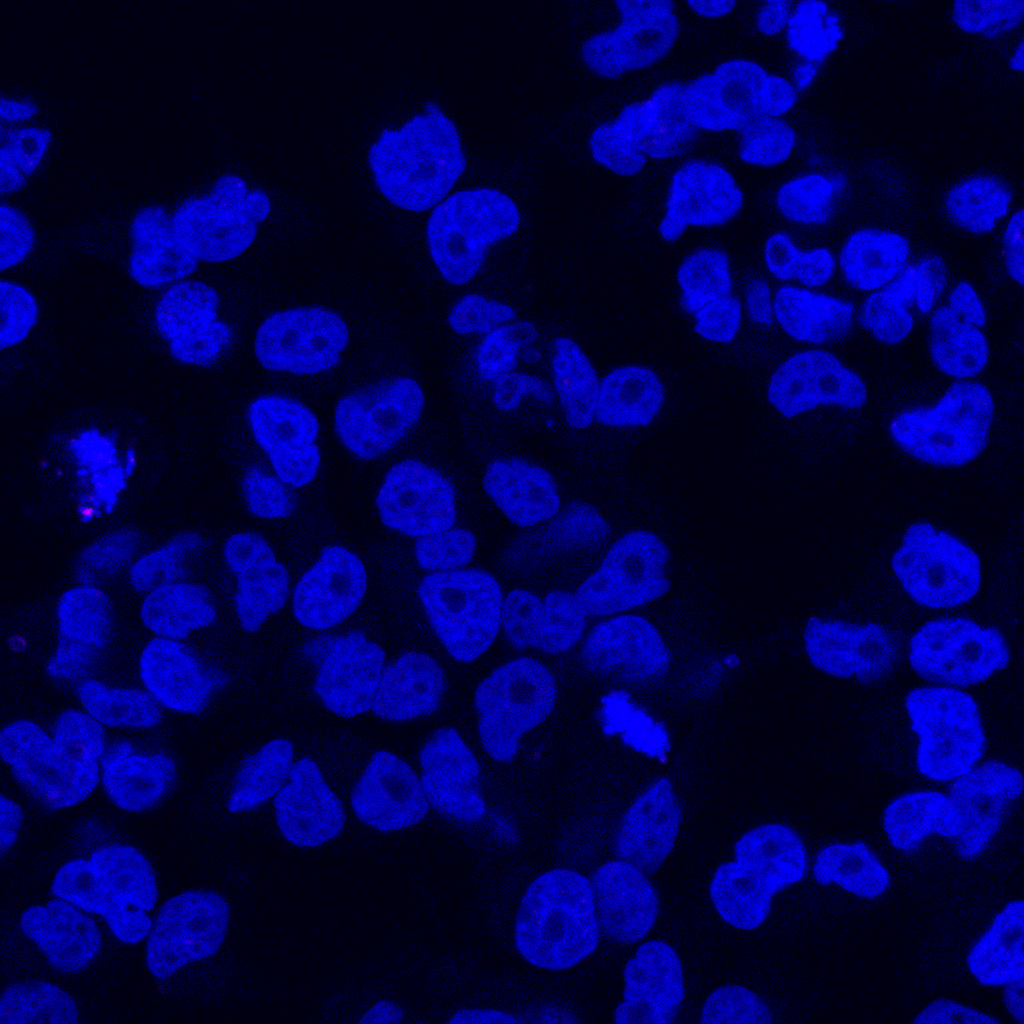

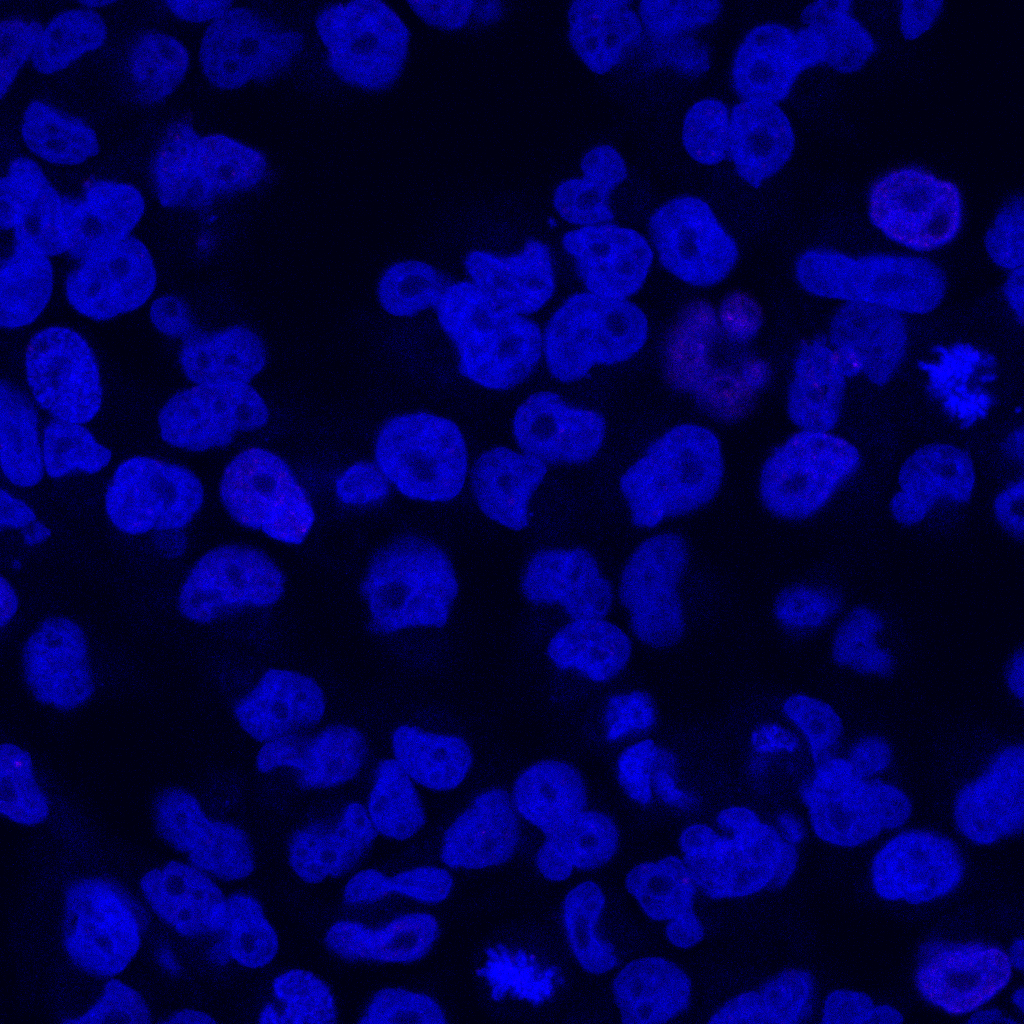

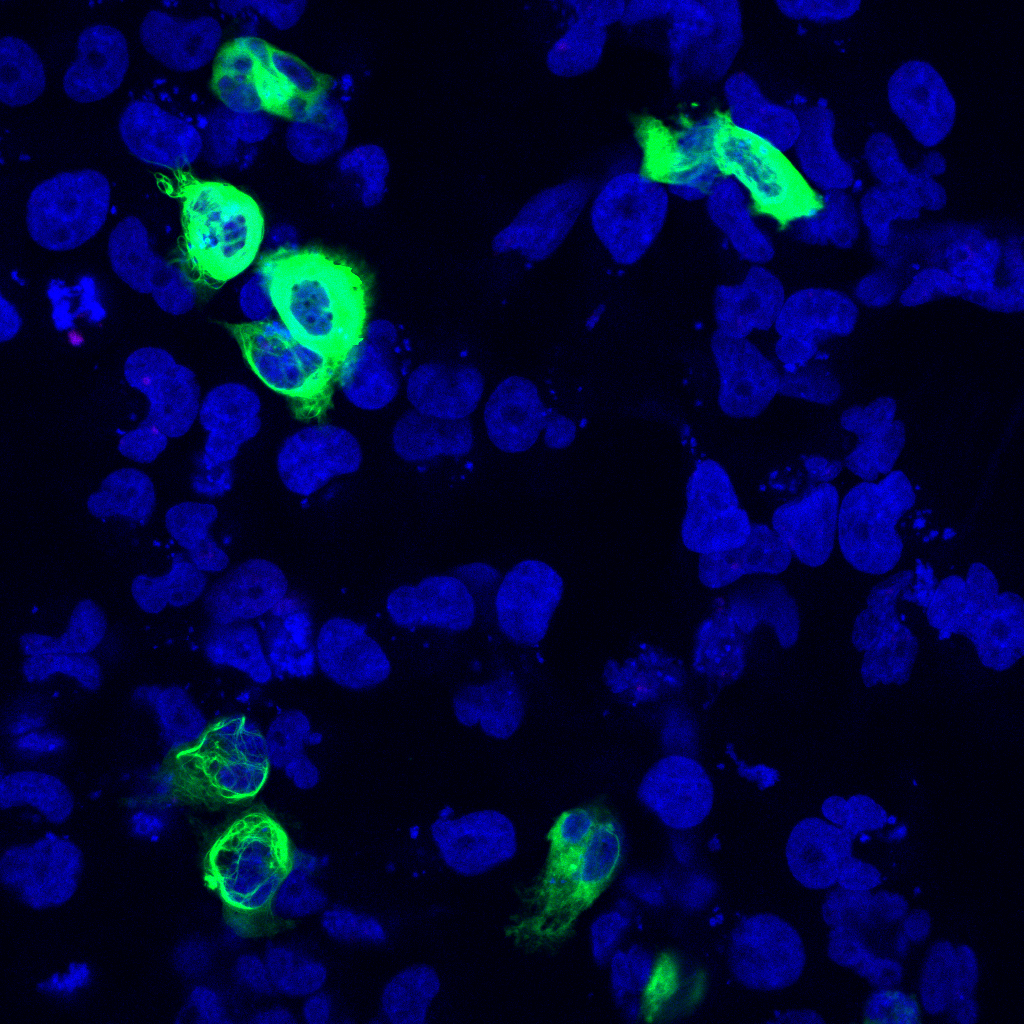

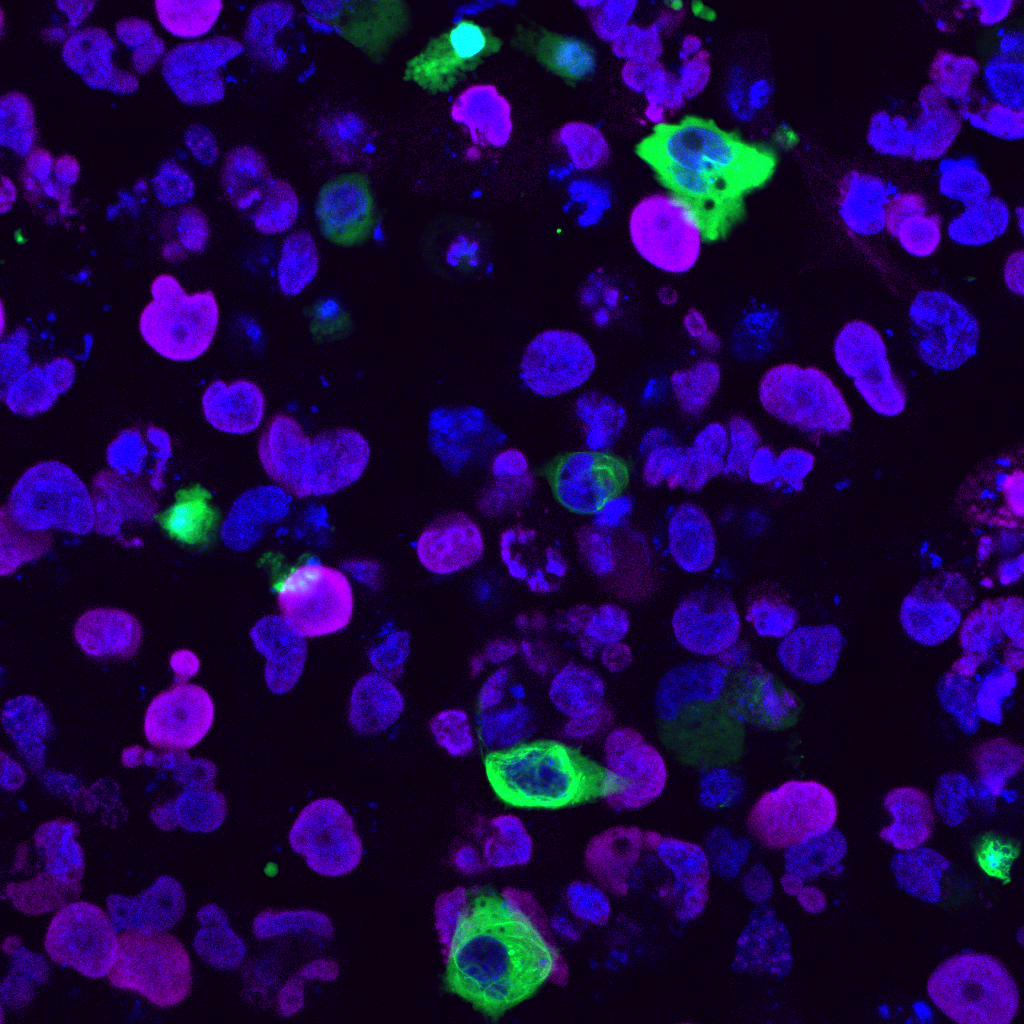

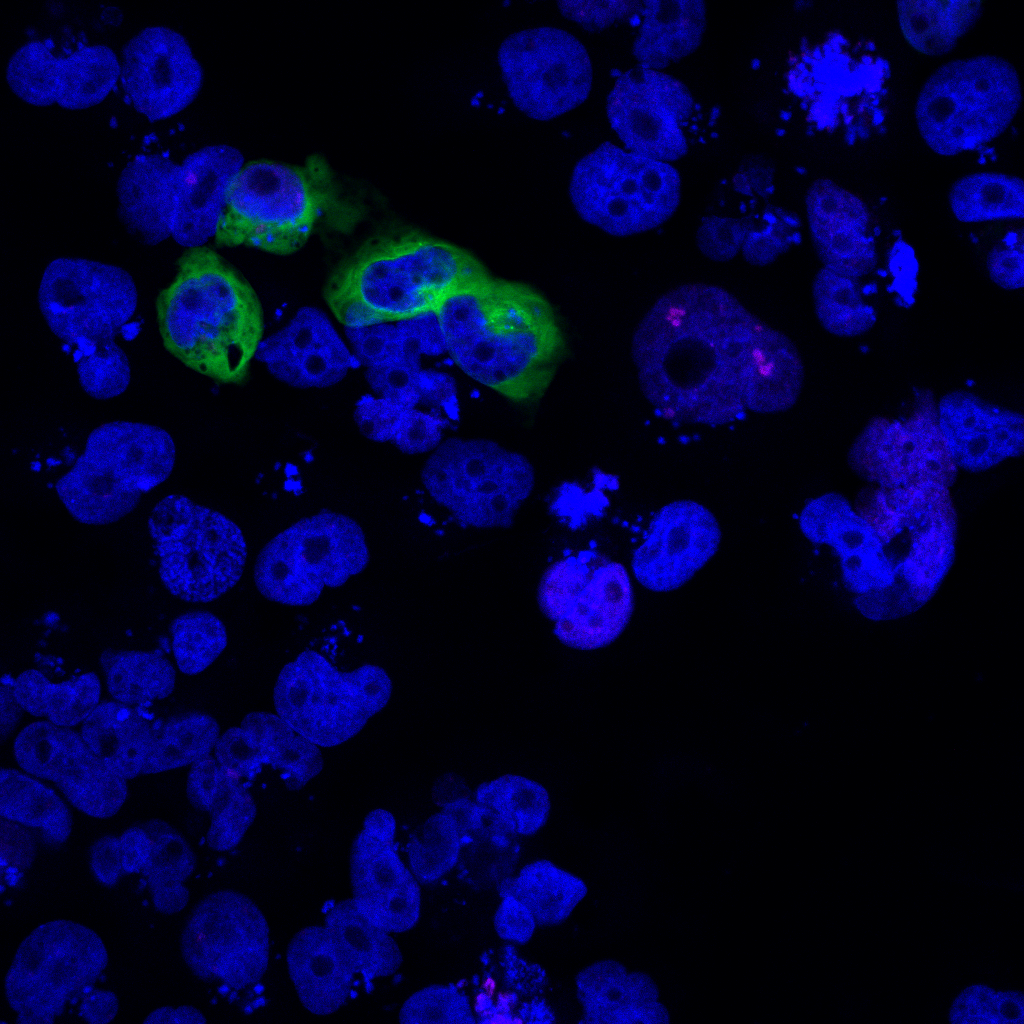

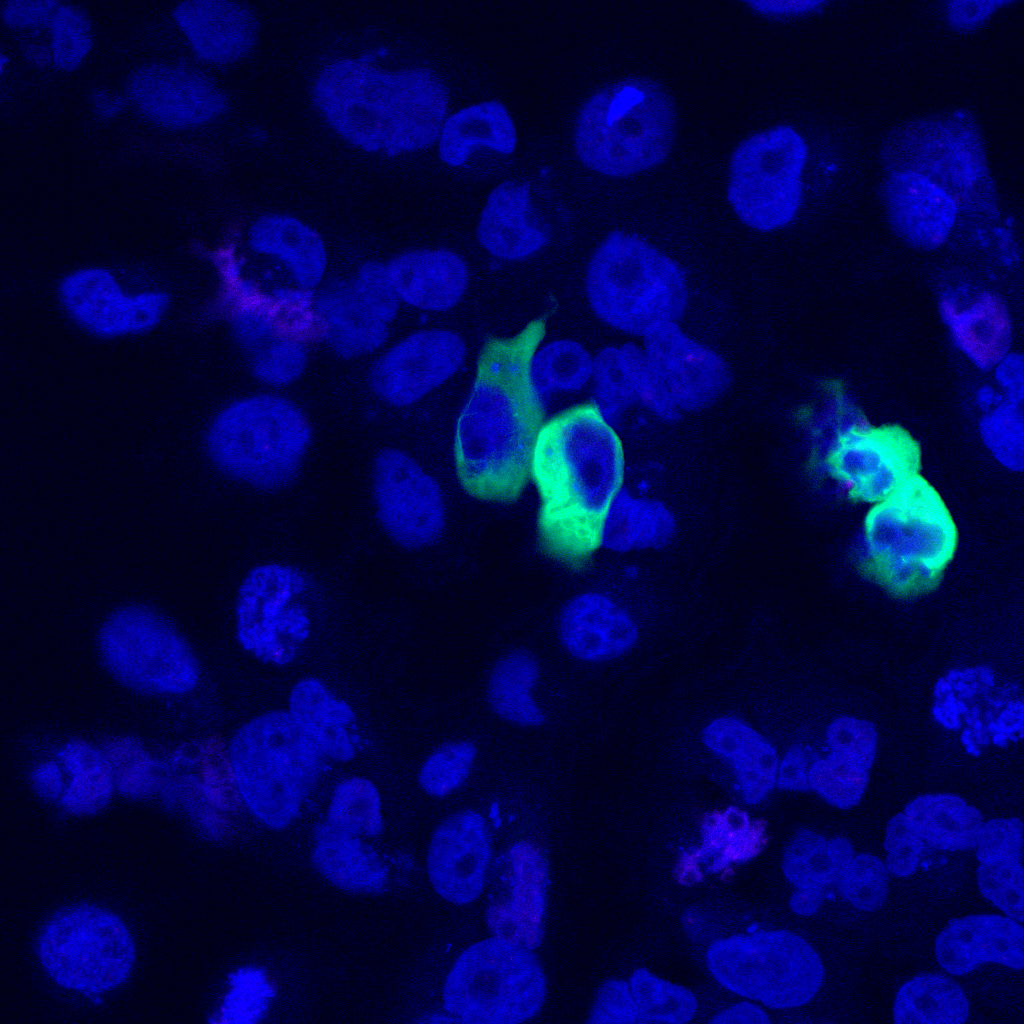

**pCCNB1**

**OVCAR8**

**OVCAR8R**

**Untreated**

**Prex**

**E**

**Supplementary Figure 3.**

**A**

**Control**

**OVCAR5**

**OVCAR5R**

**OVCAR8**

**OVCAR8R**

**p-HH1 (T154)**

**HH1**

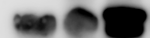

**p-HH1/total HH1**

**OVCAR5**

**OVCAR5R**

**OVCAR8**

**OVCAR8R**

**Prex (hr)**

**0 6 24 0 6 24**

**0 6 24 0 6 24**

**pCDK1-Y15**

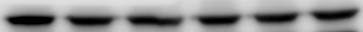

**GAPDH**

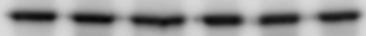

***pCDK1/CDK1***

**CDK1**

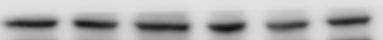

**1.0 0.7 0.3 1.0 0.9 0.8**

**1.0 1.0 0.5 1.0 0.9 0.9**

**B**

**Supplementary Figure 4.**

**A**

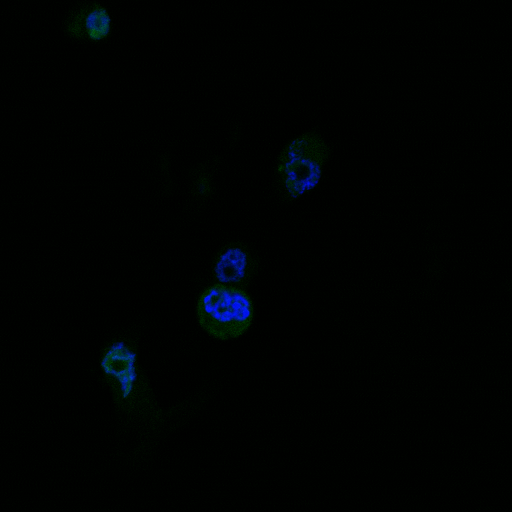

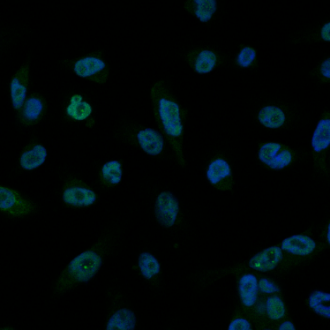

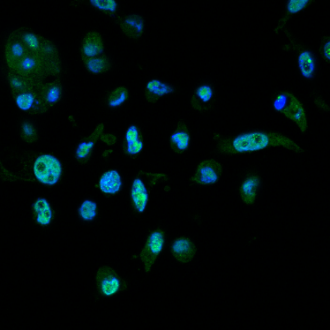

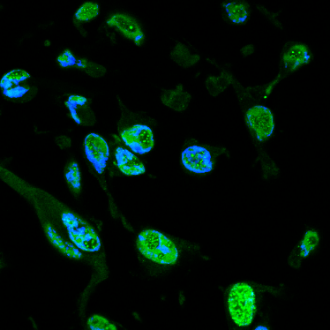

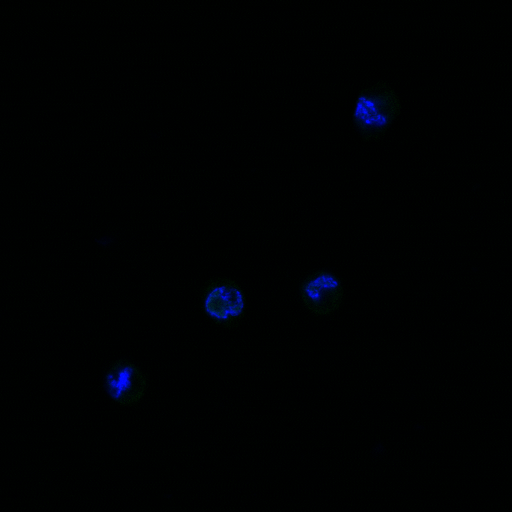

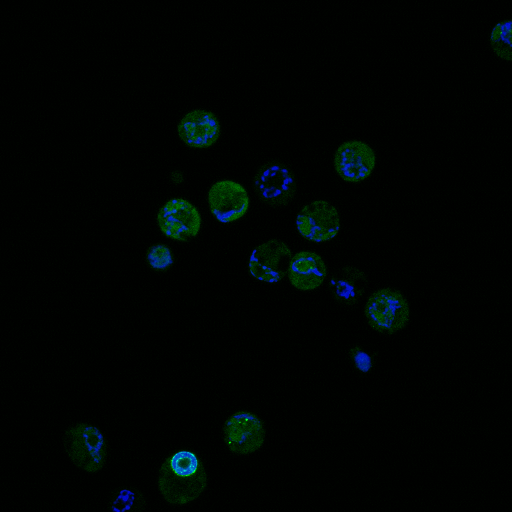

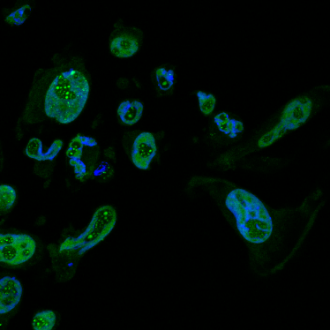

**OVCAR5**

**Untreated**

**Prex**

**Untreated**

**Prex**

**OVCAR8**

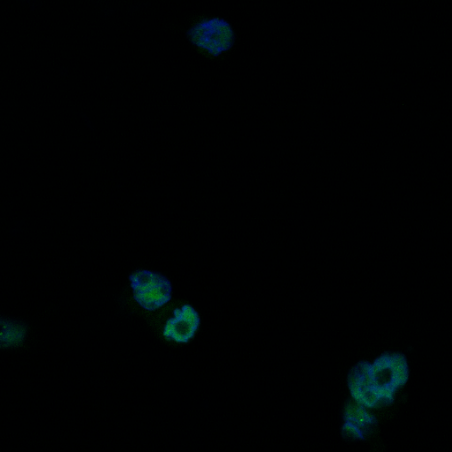

**OVCAR5R**

**OVCAR8R**

**DAPI; RPA70**

**10 µm**

**10 µm**

**B**

*******

*******

**RPA70 (FI)**

**OVCAR5**

**OVCAR5R**

**OVCAR8**

**OVCAR8R**

*******

**NS**

*******

*******

**Supplementary Figure 5.**

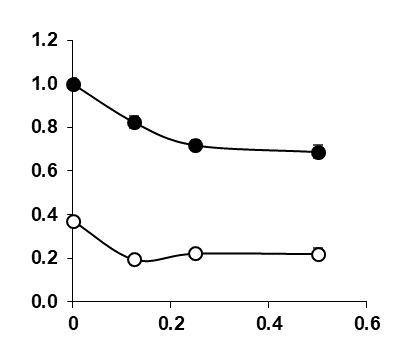

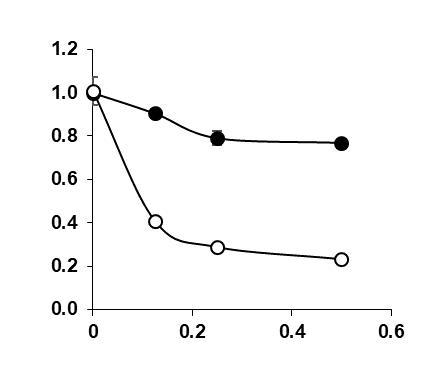

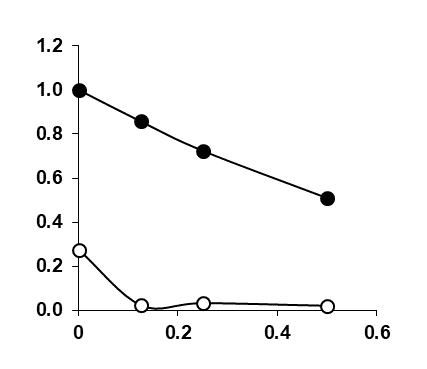

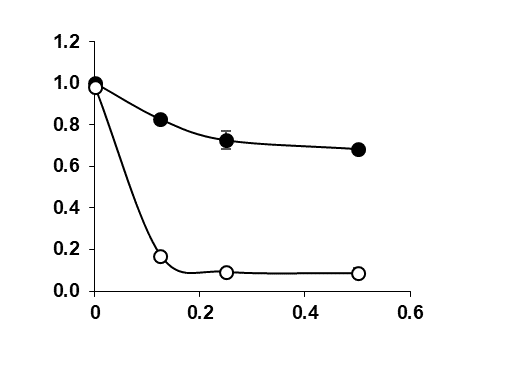

**Relative growth**

**OVCAR5**

**OVCAR5R**

**OVCAR8**

**OVCAR8R**

**Relative growth**

**HU (mM)**

**HU (mM)**

**HU (mM)**

**HU (mM)**

**Relative growth**

**Relative growth**

Untreated

Prex

Untreated

Prex

Untreated

Prex

Untreated

Prex

**A**

**B**

**REFERENCES**

1 Lee JM, Nair J, Zimmer A, Lipkowitz S, Annunziata CM, Merino MJ *et al*. Prexasertib, a cell cycle checkpoint kinase 1 and 2 inhibitor, in BRCA wild-type recurrent high-grade serous ovarian cancer: a first-in-class proof-of-concept phase 2 study. *Lancet Oncol* 2018; 19: 207-215.

2 Berglind H, Pawitan Y, Kato S, Ishioka C, Soussi T. Analysis of p53 mutation status in human cancer cell lines: a paradigm for cell line cross-contamination. *Cancer Biol Ther* 2008; 7: 699-708.

3 Reich M, Liefeld T, Gould J, Lerner J, Tamayo P, Mesirov JP. GenePattern 2.0. *Nature genetics* 2006; 38: 500-501.

How the deposited data were processed for this re-analysis (not part of the article)

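RNA-seq of total RNA from 3 cultures of OVCAR5 and 3 cultures of OVCAR5R was analyzed from the values that the authors deposited, not from reads. The patient biopsies of the study were not analysed here, and the patient gene lists were taken only as gene names from Fig. 5a. The groups were the 2 cell lines, and the only comparison was OVCAR5R against OVCAR5.

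The authors deposited 1 table with 12309 rows listed by gene symbol and a column per culture. The values are a normalized signal on a linear scale, never below 0. The supplementary methods state that datasets were quartile normalized and log-transformed prior to analysis and that RNA-seq was performed as in the authors' earlier clinical study. The paper's text names no aligner, counter, genome build, annotation, or gene filter. Within a library most low values move in steps, taken as what 1 estimated read was worth. The step ranged from 0.0181 in OVCAR5R replicate 2 to 0.0290 in OVCAR5 replicate 2. About 7 in 10 of the low nonzero values are whole multiples. The values were therefore taken as scaled estimated reads and not plain counts, and tests for counts were not used. A row that was present in identical copies was kept once. The design had named limma for normalized values and a count test for counts, and limma was used.

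Depth follows from these steps. Each OVCAR5R library had more estimated reads than each OVCAR5 library, so low genes are measured with slightly less error in OVCAR5R. With 3 libraries per cell line, the spread between cultures limits precision more than the depth does, and an exact permutation test of a gene cannot give a p under 0.1.

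Values were taken as log2(value + 1). Genes with a value of at least 1 in at least 3 of the 6 libraries were tested by limma version 3.58.1 in R version 4.3.3 (lmFit, and eBayes with trend), with no covariates, and adjusted by the Benjamini-Hochberg method at 0.05. Gene sets were tested by camera with an inter-gene correlation of 0.01, over 12 lists from Fig. 5a and over an S phase and a G2/M phase list of the Seurat package. The running-sum statistic used 10000 random lists. RPA1, RPA2, and RPA3 also had an exact permutation test. Figures were drawn with matplotlib version 3.10.9 in Python version 3.11.15.

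On simulated data, with the means and spreads of the 11766 real genes and 200 genes changed by a log2 fold change of 2, the test called 140 of the changed genes and 7 unchanged genes. With the same median spread for all genes it called all 200 changed genes and 9 unchanged genes.

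The genes named in the text are those of Fig. 5a in bulk, and singly only RPA1, RPA2, and the highest and lowest of each list. RPA3, which Fig. 5a does not name, and the genes that the paper's text measures by other assays are also named. Up to 5 genes with the highest and 5 with the lowest log2 fold change were added. They were taken among genes with an adjusted p under 0.05, no overlap of the libraries, and a mean value of at least 1 in the lower cell line. This rule, the main tests, and the alternatives were set before the data were examined, except for limma's voom on the recovered reads, the ranking with a floor on the SD, and all work on chromosome windows, mitochondrial transcripts, and marker lists. A gene that this rule picks is not reported here. The windows and POLB, TK2, RPA3, CDC45, ENTPD5, POLE2, and RFC2 as genes within shifted windows were chosen after their values were seen. The alternatives were quantile normalization, limma without trend, 2 other filters on low values, a pseudocount of 0.1, the replicate number as a block, each library left out in turn, a fold change of at least 2, the estimated inter-gene correlation, fry, and the log2 fold change as ranking metric.

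Gene positions, lengths, and GC content came from GENCODE release 29 on GRCh38, in which 12233 of 12305 different gene symbols were found by name (99.4%). The authors' build is not known, and positions were used only for genes matched by symbol. Chromosome windows of 20 Mb with at least 15 tested genes were compared with 10000 random sets of genes matched on mean expression in 10 bins. A correction of each library by splines of GC content, transcript length, and mean expression was applied where stated. On shuffled gene positions 0 of 154 windows were called, and 3 of 3 planted shifts were. The other sets compared were nuclear-encoded respiratory chain genes by symbol, and an epithelial and a mesenchymal marker list. Of the genes of Fig. 5a, ENTPD3, NT5C1A, and HMGB1P1 did not enter the test.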

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

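The tests of the explanations below were mostly set down before their values were seen. Those chosen only after the result was seen were the counts of splits for single genes, the tests for normalization by 1 factor, for a few strongly changed genes per window, and for mixing of OVCAR5 cells, and the measure used for the respiratory chain, which replaced the median of its transcripts (-0.05).

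Genes outside those the paper discusses stood apart between the cell lines. CD74 (log2 fold change -5.29), CALB1 (-4.71), S100A4 (-3.98), STS (-3.41), TMEM98 (2.92), and MCAM (3.46) had an adjusted p under 0.05 with limma and no overlap of the libraries. They are part of the 14 genes past this threshold. Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many genes, the split by cell line, and the other 9 gave 0 genes each, with 250 to 784 genes at an unadjusted p under 0.05. With 10 splits the share is never under 0.1, so chance cannot be told apart from the cell line by this count alone. CALB1 was near the lower end of the values in OVCAR5R (mean of 2.68), so its fold change depends on the pseudocount. The number of cultures that carried the change was 3 of 3 for each gene. Long-term selection in Prex, drift of the derived line, and a clonal origin of OVCAR5R stay open and were not tested for these genes.

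Genes in several chromosome regions shifted together in OVCAR5R, which the paper does not report. Of 154 windows of 20 Mb, 58 had a median log2 fold change beyond random gene sets (28 higher, 30 lower). The 4 windows with a median of at least 0.4 in size, and all 3 OVCAR5R libraries beyond every OVCAR5 library, were chromosome 4 from 100 to 120 Mb (51 genes, median -0.80), chromosome 4 from 120 to 140 Mb (29 genes, -0.65), chromosome 14 from 40 to 60 Mb (74 genes, 0.64), and chromosome 14 from 60 to 80 Mb (121 genes, 0.53). After correction for GC content, transcript length, and mean expression, all 4 windows kept their shift and their order against the OVCAR5 libraries, with a smallest median of 0.47 in size. All 3 OVCAR5R libraries had windows among these 4 of at least 0.3 in both directions, which a factor per library cannot produce. In each window at least 84.3% of the genes went in its direction, where random gene sets reached at most 69.0% at their upper limit. The windows were chosen on their median, which a few strongly changed genes cannot set. The share is therefore no separate test of that explanation. The number of windows past the threshold does not single out the cell lines, since 3 of the 10 splits gave as many, and 10 splits cannot give a share under 0.1. Windows of at least 0.4 in size numbered 11 for the split by cell line and at most 7 for the others.

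A candidate explanation is a difference in DNA copy number between OVCAR5 and OVCAR5R. It predicts that neighbouring windows shift together more in OVCAR5R than among the OVCAR5 cultures. The correlation of neighbouring windows was at least 0.631 in each OVCAR5R library after the correction and 0.351 to 0.467 in the OVCAR5 libraries, and every one of these had a permutation p of 1e-04, the smallest that the permutations can give. Over the 10 splits, without the correction, the split by cell line gave 0.664, another split gave 0.681, and the others gave 0.435 to 0.622, so this measure does not single out the cell lines. No DNA measurement was analysed here, and a difference in copy number cannot be told apart from other sources of correlated windows.

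The OVCAR5R libraries differed from one another by at least 0.5 in 28 of the 154 windows, and the OVCAR5 libraries in 14, with 6 windows in common and every library taken against the OVCAR5 mean. After the correction for GC content, transcript length, and mean expression these counts were 25 and 0. The median range over all windows was 0.19 in each cell line before the correction. In 16 of the 28 windows the OVCAR5 libraries, each taken against the remaining OVCAR5 libraries, stayed within 0.5, and an OVCAR5R library lay beyond 0.5 in size. Among these, on chromosome 7, 5 windows were lower in OVCAR5R replicate 1 only (for example -0.89 from 60 to 80 Mb against -0.18 and 0.05). On chromosome 6 from 100 to 180 Mb, 4 windows were lower in OVCAR5R replicate 3 only (-0.73 from 100 to 120 Mb against 0.12 and 0.06). Chromosome 22 was lower in replicates 1 and 2, with a median over its 294 genes of -0.81 and -0.61, and not in replicate 3 (-0.11). Outside the 16, OVCAR5R replicate 3 was lower on chromosome 16 from 40 to 60 Mb (-0.97 against -0.13 and 0.01), from 60 to 80 Mb (-1.01 against -0.27 and -0.16), and from 80 to 100 Mb (-1.04 against -0.37 and -0.43), windows that the rule on the OVCAR5 libraries left out. In all 16 windows the range stayed at least 0.5 after the correction for GC content, transcript length, and mean expression. All 3 libraries lay beyond both others by at least 0.3 in some window, which argues against a mixture of OVCAR5 cells into a library, since that would only pull a library towards 0. Different subclones in the OVCAR5R cultures, and other variation between cultures, stay open and were not tested. The paper does not say whether the cultures were grown from separately frozen stocks.

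Mitochondrially encoded transcripts were lower in OVCAR5R. Their 15 transcripts had a median log2 fold change of -0.98, all 15 were lower by their mean and 14 without overlap of the libraries, and their share of the total was 4.30%, 4.27%, and 3.76% in OVCAR5 and 1.32%, 2.94%, and 2.45% in OVCAR5R. With limma, 0 of them had an adjusted p under 0.05, and 12 had an unadjusted p under 0.05. The nuclear genes nearest in mean expression had a median log2 fold change of -0.032 (expression level), which argues against an effect of the level. The smallest gap in an OVCAR5R library between the mitochondrial and the nuclear median was -0.34, and a factor per library leaves such a gap as it is. Of 90 nuclear-encoded respiratory chain transcripts, 6.67% were lower by at least 0.49, which is 0.5 times the mitochondrial shift, against 14.2% of all nuclear genes, so a fall of the whole respiratory chain is not seen at the transcript level. Of the 10 splits, 1 gave a shift as large, which cannot be told apart from chance with so few libraries. A lower mitochondrial DNA content and a difference in RNA selection between library preparations stay open and were not tested.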

How the results depend on the processing

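Across the planned settings that kept all libraries, the number of genes past an adjusted p of 0.05 was 14 with quantile normalization (13 shared with the 14 reported), 16 without trend (14 shared), 14 without a filter (13 shared), 12 with a value of at least 1 in every library (12 shared), 15 with a pseudocount of 0.1 (14 shared), and 14 with a fold change of at least 2. With voom on the recovered reads, chosen after seeing the data, it was 0, and the 6 named genes kept their direction with adjusted p-values between 0.0520 and 0.0825. The cause was not tested. Across the 6 fits that each left out 1 library it ranged from 0 (without OVCAR5R replicate 3) to 29 (without OVCAR5 replicate 2). Fewer libraries lower the power, but the rise to 29 shows that OVCAR5 replicate 2 adds spread.

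The replicate numbers do not pair the cultures. Deviations of same-numbered libraries had correlations of -0.00, 0.18, and -0.12, and the paper gives the numbers no meaning. With the replicate number as a block, 5 genes passed, all among the 14, and 11 lists passed. A block takes up degrees of freedom, so a call lost under it is not a smaller effect.

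With camera, 11 of the 12 lists passed under each planned normalization, filter, trend, pseudocount, and block, and with voom. With the inter-gene correlation estimated from the data the adjusted p was 0.396 for each of these lists except the patient list of DNA replication, with 0.398, and 0.414 for both cell-cycle lists. With fry it was 0.175 for the OVCAR5R lists of pyrimidine metabolism and BER, 0.204 for the other OVCAR5R lists and for all listed genes in pyrimidine metabolism and MMR, 0.233 for the patient lists of pyrimidine metabolism and MMR and for all listed genes in BER and DNA replication, 0.236 for the patient list of DNA replication, and 0.353 for both cell-cycle lists. The direction stayed higher in OVCAR5R in each of these. The calls therefore rest on the preset correlation.

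Leaving out a library moved the lists as well, with the lowest values without OVCAR5 replicate 3 and the highest without OVCAR5 replicate 1 unless stated. The adjusted p ranged from 2.6e-05 to 0.114 for the patient list of pyrimidine metabolism, from 0.00297 to 0.245 for that of MMR, from 0.0336 to 0.818 for that of BER, and from 3.7e-04 to 0.236 for that of DNA replication. Over all listed genes it ranged from 9.1e-04 to 0.114 for MMR, from 0.00194 to 0.236 for BER, and from 2.9e-05 to 0.158 for DNA replication. The 4 OVCAR5R lists passed in each of these fits. The G2/M list ranged from 4.0e-08 to 0.222 (without OVCAR5 replicate 2), and the S phase list passed in each fit. The running-sum statistic ranged from 8.0e-04 to 0.0748 for pyrimidine metabolism, from 1.0e-03 to 0.333 for MMR and for BER, and from 1.0e-03 to 0.352 for DNA replication. With a floor on the SD in the ranking, chosen after seeing the data, BER had 0.0979 and the other pathways still passed. The cause was not tested.

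The share of pairs in which the OVCAR5R-listed gene ranked higher moved to 98.1% in pyrimidine metabolism with quantile normalization and to 100% with the log2 fold change as ranking metric. With a library left out it ranged from 92.7% to 98.7% in pyrimidine metabolism, from 87.9% to 100% in MMR, from 95.7% to 100% in BER, and from 90.5% to 100% in DNA replication.

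Of single genes, GAPDH had a log2 fold change of 0.13 with quantile normalization in place of -0.21. With a library left out, CCNB1 ranged from -0.44 to 0.15, BRCA2 from -0.50 to 0.07 (0.068 without OVCAR5R replicate 2), H2AFX from -0.12 to 0.21, ATM from -0.31 to 0.35, and RFC2 log2 fold change from -0.40 to 0.01 (0.011 without OVCAR5R replicate 1). The values of CCNB1, BRCA2, H2AFX, ATM, and RFC2 overlapped between the cell lines. Those of GAPDH did not. They were 4647, 5712, and 4653 in OVCAR5 replicates 1, 2, and 3 and 4524, 4449, and 3977 in OVCAR5R replicates 1, 2, and 3. The number of genes named in the paper's text that passed over the list alone ranged from 0 to 1, and the gene was CDC45 without OVCAR5R replicate 3 (log2 fold change -1.74, adjusted p over the list alone 0.0206). RPA1, RPA2, and RPA3 kept their direction and stayed above an adjusted p of 0.05 under each setting run. The depth does not limit these genes, whose values lie far above the step of 1 read. Whether more libraries would separate the cell lines on them, or no difference exists, was not tested.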

Differences from the paper's values

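The level of the CCNB1 transcript relative to GAPDH in OVCAR5R was 1.05 times that in OVCAR5 from the RNA-seq values (1.52, 0.991, and 0.770 in OVCAR5R replicates 1, 2, and 3, and 0.878, 0.789, and 1.44 in OVCAR5 replicates 1, 2, and 3, relative to the OVCAR5 mean). The paper's qPCR value is about 0.15 in Fig. 2b, read by eye, from cells cultured without Prex for 4 days. The text does not state whether the qPCR and the RNA-seq used the same RNA. Across the alternatives set before the data were examined the ratio lay between 0.850 (quantile normalization) and 1.26 (without OVCAR5 replicate 3), so none of them closed the gap. The log2 fold change of CCNB1 alone was -0.14 (standard error 0.33, adjusted p = 0.920, limma).

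For the overlap, which the paper gives as 41% to 80%, the names in Fig. 5a gave 41.2% to 60% of the patient lists and 53.8% to 81.8% of the OVCAR5R lists. Neither list alone gives the range of the paper. Its ends are near the lowest share of a patient list (BER) and the highest share of an OVCAR5R list (MMR).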

Other observations

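Some tests below were chosen only after the result was seen, namely those of the level of the listed genes by pathway, of variation between cultures, of sequencing depth, and the measure of windows used for another cell line. CCNB1 was added to the G2/M list after a first run in which it had no rank.

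The enrichment of the Fig. 5a lists was weighed against technical explanations. Without the 15 genes also on the S phase list, 11 of the 12 lists still passed with camera and its preset correlation. Other replication genes stay on the lists, and the S phase list is itself highest in OVCAR5 replicate 3 among the OVCAR5 libraries, as the lists are, so a larger share of S phase cells cannot be told apart from a change in these pathways. After correction for GC content, transcript length, and mean expression 10 passed, after subtracting the median of each gene's chromosome window in each library 10 passed, and without OVCAR5 replicate 2 10 passed. Each of the latter is 1 list fewer, where the explanation predicts fewer and its absence as many, so a part of these in the result cannot be told apart from none. Against random lists matched on mean expression, the patient lists of pyrimidine metabolism and DNA replication lay at the 99.8 percentile or above, whereas those of MMR and BER lay at or below the 93.4 percentile, so that for the latter the level of the genes cannot be told apart from an effect with lists this short. Variation between cultures that has nothing to do with the cell line fits better. On 9 of the 12 lists OVCAR5 replicate 3 lay above the lowest OVCAR5R library, and 4 of the 10 splits gave at least 11 lists past the threshold, the other 3 being splits that put OVCAR5 replicate 3 with a pair of OVCAR5R libraries. The genes on these lists rise and fall together between cultures, which the preset correlation does not take up. With 10 splits, the cell line and the grouping cannot be told apart.

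The paper reports more G2 cells and fewer mitotic cells in OVCAR5R. Of 43 S phase genes 34 were higher in OVCAR5R (median log2 fold change 0.29, adjusted p = 1.3e-04 with camera) and of 54 G2/M genes 44 were higher (median 0.26, adjusted p = 1.6e-04). Both lists passed in 4 of the 10 splits, so the same limit holds, and OVCAR5 replicate 3 had medians of 0.29 and 0.34 against 0.40, 0.17, and 0.26 (S phase) and 0.45, 0.17, and 0.23 (G2/M) in the OVCAR5R libraries.

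For CCNB1, a larger share of G2 cells in OVCAR5R could hide a lower level per cell. CCNB1 ranked 8 from the lowest log2 fold change among 55 G2/M genes (with CCNB1 added to the list), not among the very lowest, and relative to the OVCAR5 mean it was 0.47, -0.18, and -0.70 in OVCAR5R replicates 1, 2, and 3 against list medians of 0.45, 0.17, and 0.23. It lay under the list in replicates 2 and 3 and not in replicate 1, so this cannot be told apart with 3 libraries. Without OVCAR5 replicate 2 the log2 fold change of CCNB1 was -0.21, still within the spread, which argues against that library as the source of the difference from the qPCR.

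Of the genes that the paper's text measures by other assays, 21 entered the test (MRE11 and H2AFX under the symbols in the table), 0 had an adjusted p under 0.05 over all genes or over the list alone, and 0 had an unadjusted p under 0.05. CDK1 had a log2 fold change of 0.32, CDC25A 0.62, CDC25C -0.16, WEE1 0.29, and CHEK1 0.27. CDC45 had the lowest log2 fold change with -1.14 (adjusted p = 0.486), from values of 21.7, 23.9, and 82.0 in OVCAR5R replicates 1, 2, and 3 against 81.4 ± 27.6 in OVCAR5. It lies on chromosome 22 at 19479459 to 19520612, where 28 genes had medians of -1.25, -0.82, and -0.08 in the same libraries.

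OVCAR5 replicate 2 stood apart from the other 5 libraries. It had 597 for EPCAM and 1341 for KRT19, where the other OVCAR5 libraries had at most 15.9 and 10.7, and 190 for VIM and 6.21 for ZEB1, where they had at least 1063 and 56.9. On marker lists fixed before the test, without the genes already seen, its median log2 value of 10 epithelial markers was 1.85 above the highest other library, and it was the highest library for 9 of the 10. Its median of 13 mesenchymal markers was the lowest, by only 0.21, and it was the lowest library for 7 of the 13. The tested markers are those of 24 per list that the libraries express. A more epithelial state of that culture is a hypothesis that the first list fits. The margin of 0.5 set for each list was missed by the second, although VIM and ZEB1, which had been seen before, were lower, so the hypothesis stays open. GC content, transcript length, and mean expression took 10.7% of the variance of its deviations, and its 35.8 estimated reads (in units of 1e6, sequencing depth) were close to those of the other OVCAR5 libraries, which argues against both as the whole cause. The SD of its window medians against the other OVCAR5 libraries was 0.142, under the 0.233 to 0.276 of the OVCAR5R libraries against the same libraries (0.210 against 0.251 to 0.277 without the correction), which argues against a culture made up of another cell line with its own copy-number profile. A small share of other cells was not tested.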
